# Prognostic and predictive value of super-enhancer-derived signatures for survival and lung metastasis in osteosarcoma

**DOI:** 10.1186/s12967-024-04902-8

**Published:** 2024-01-22

**Authors:** Guanyu Huang, Xuelin Zhang, Yu Xu, Shuo Chen, Qinghua Cao, Weihai Liu, Yiwei Fu, Qiang Jia, Jingnan Shen, Junqiang Yin, Jiajun Zhang

**Keywords:** Osteosarcoma, Super-enhancer, Prognostic signature, Survival, Lung metastasis

## Abstract

**Background:**

Risk stratification and personalized care are crucial in managing osteosarcoma due to its complexity and heterogeneity. However, current prognostic prediction using clinical variables has limited accuracy. Thus, this study aimed to explore potential molecular biomarkers to improve prognostic assessment.

**Methods:**

High-throughput inhibitor screening of 150 compounds with broad targeting properties was performed and indicated a direction towards super-enhancers (SEs). Bulk RNA-seq, scRNA-seq, and immunohistochemistry (IHC) were used to investigate SE-associated gene expression profiles in osteosarcoma cells and patient tissue specimens. Data of 212 osteosarcoma patients who received standard treatment were collected and randomized into training and validation groups for retrospective analysis. Prognostic signatures and nomograms for overall survival (OS) and lung metastasis-free survival (LMFS) were developed using Cox regression analyses. The discriminatory power, calibration, and clinical value of nomograms were evaluated.

**Results:**

High-throughput inhibitor screening showed that SEs significantly contribute to the oncogenic transcriptional output in osteosarcoma. Based on this finding, focus was given to 10 SE-associated genes with distinct characteristics and potential oncogenic function. With multi-omics approaches, the hyperexpression of these genes was observed in tumor cell subclusters of patient specimens, which were consistently correlated with poor outcomes and rapid metastasis, and the majority of these identified SE-associated genes were confirmed as independent risk factors for poor outcomes. Two molecular signatures were then developed to predict survival and occurrence of lung metastasis: the SE-derived OS-signature (comprising *LACTB*, *CEP55*, *SRSF3*, *TCF7L2*, and *FOXP1*) and the SE-derived LMFS-signature (comprising *SRSF3*, *TCF7L2*, *FOXP1*, and *APOLD1*). Both signatures significantly improved prognostic accuracy beyond conventional clinical factors.

**Conclusions:**

Oncogenic transcription driven by SEs exhibit strong associations with osteosarcoma outcomes. The SE-derived signatures developed in this study hold promise as prognostic biomarkers for predicting OS and LMFS in patients undergoing standard treatments. Integrative prognostic models that combine conventional clinical factors with these SE-derived signatures demonstrate substantially improved accuracy, and have the potential to facilitate patient counseling and individualized management.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-04902-8.

## Background

Osteosarcoma is the most common primary bone malignancy in children and adolescents worldwide [1]. Rapid tumor progression and early lung metastasis are the leading causes of treatment failure and death in osteosarcoma patients [2–4]. Individualized treatment regimens including chemotherapy regimens, surgery type, resection margins, radiotherapy, etc. should be administered according to the prognostic stratification to improve the efficacy of clinical interventions [5, 6]. With the deepening understanding of clinical medicine and cytology, novel clinical variables (such as microbial infections, application of therapeutic antibiotics, etc.) and molecular markers have been discovered are intricately linked to cancer progression, and effectively contribute to the outcome prediction [7]. Due to the rapid progression and heterogeneity of osteosarcoma, conventional clinical prognostic variables, such as histological type, tumor site, Enneking staging, tumor size, and alkaline phosphatase (ALP), are not effective enough for predicting the survival and lung metastasis of osteosarcoma patients [8, 9]. Thus there is a need to increase the prognostic and predictive value of staging systems, and this may be achieved with validated molecular biomarkers [10, 11].

Clinical parameters and potential molecular predictors, such as genomic and transcriptional alterations, have been investigated to stratify patients into different prognostic groups, but all still require validation and none have entered clinical practice [9, 12–14]. The rarity of the disease considerably limits the overall sample size and the collection of biometric data for the construction of prognostic model.

Super-enhancers (SEs) are large groups of cis-regulatory DNA elements that play vital roles in defining cell identity and fate [15, 16]. In various types of cancers, SEs control the expression of prominent tumor-promoting genes such as MYC [17], TAL1 [18], STAT3 [19] and EGFR [20], and mediate transcription dysregulation of cancer cells. Our previous work identified a catalog of SEs in osteosarcoma, and found that the genes associated with these DNA elements were tissue-specific and significantly involved in the malignancy of osteosarcoma [21]. Based on lineage-specific characteristics, SE-associated genes are considered potential diagnostic and prognostic biomarkers for cancer patients [16]. Tsang et al. revealed that the cis-acting SE landscape undergoes extensive reprogramming during liver carcinogenesis. Hepatocellular carcinoma (HCC) cells acquired SEs in multiple prominent oncogenes, promoting their vigorous expression [22]. He et al. identified the specific SEs in normal cholangiocyte cells, and found they have a close relation with OS and progression-free survival (PFS) in intrahepatic cholangiocarcinoma patients [23]. However, the clinical significance of genes driven by SEs in osteosarcoma has rarely been reported.

In this study, high-throughput screening of various targets with small molecule inhibitors suggested that SEs play an important role in the progression of osteosarcoma. By integrating and analyzing multiple transcriptomics data of patient specimens from our institution as well as public databases, we found that a set of SE-associated genes in cancer cells, which as the major cellular component in OS specimen, showed particular efficacy in risk stratification and prognostic prediction. As an easy-to-use pathological technique with well clinical application value, immunohistochemistry (IHC) was used to detect the expressions of these genes. We developed 2 nomograms for clinical use that integrated the SE-derived signatures and clinicopathological risk factors to predict survival and lung metastasis of osteosarcoma patients. Subsequently, the prognostic accuracy and clinical benefit were assessed and validated, and compared with that of traditional risk factors.

## Methods and materials

### Human cell lines

Human osteosarcoma cell lines SJSA-1 and U2-OS were obtained from American Type Cell Collection (ATCC). The ZOS-M cell lines, derived from a primary osteosarcoma tumor and metastasis, respectively, have been described previously [24]. U2OS/MTX300 cells, a methotrexate-resistant derivative of the U2-OS human osteosarcoma cell line, were kindly provided by Dr. M. Serra (Instituti Ortopedici Rizzoli, Bologna, Italy). All of the cells used were authenticated before experiments, and were cultured according to instructions from ATCC.

### Patients and clinical database

The present study included scRNA-seq data of 8 tumor specimens of patients diagnosed with OS. Four samples (No-met, Met-quickly) were collected at The First Affiliated Hospital of Guangzhou Medical University, Guangzhou. The patients provided written informed consent, and agreed to donate specimens for the present study. The data of the rest 4 sample were retrieved from public data (GSE152048). Osteosarcoma tissue specimens from 212 patients with complete follow-up data treated at the First Affiliated Hospital of Guangzhou Medical University between March 1, 2003, and December 31, 2018 were retrospectively examined. The inclusion criteria were pathologically confirmed osteosarcoma, and received standard treatment as described previously [25]. After reviewing the medical records and contacting the patients or their relatives by telephone, follow-up information was available up to March 1, 2022. Data collected included sex, age, surgery type, primary tumor site, Enneking stage, histological type, tumor size, blood indices at first visit (e.g., alkaline phosphatase [ALP] and lactate dehydrogenase [LDH]), the presence of distant metastasis, and survival. Because age influences ALP expression, 150 U/L was regarded as the upper serum ALP limit in patients less than 18 years, while 110 U/L was considered the limit in those 18 years and older [26]. Overall survival (OS) was defined as the time from diagnosis to death from any cause, or time to the last follow-up visit. Lung metastasis-free survival (LMFS) was defined as the time from diagnosis to the detection of lung metastasis. All 212 patients were included in the OS analysis, and 188 of the patients without detection of lung metastasis at the first visit were included in the LMFS analysis. Formalin-fixed and paraffin-embedded surgical tumor samples were obtained for immunohistochemistry, osteosarcoma was confirmed prior to our experiments by pathologists from the Clinical Pathology Department of the Hospital. This study was approved by Medical Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University.

### High-throughput small-molecule inhibitor screening

Four osteosarcoma cell lines (termed U2-OS, SJSA-1, ZOSM, and U2-OS/MTX300) were screened for sensitivity against a panel of 150 small-molecule inhibitors. Briefly, cells were seeded in a 384-well format with a seeding density of 800 cells per well and treated with a concentration of 30 μM of individual compounds before evaluating cell viability after 72 h using a CCK-8 assay. Further evaluation of compounds which allowed for more than 80% inhibition of cell viability was performed in a eight-point five-fold dilution series of each compound (including the no-drug control) before evaluating cell viability after 72 h. Mean inhibitory concentration allowing for 50% reduction in cell viability (IC50) was calculated using non-linear regression analysis. Compounds were ranked for potency using mean IC50 values for the four cell lines.

### Microarray sample preparation and analysis

Total RNA was extracted from U2-OS or SJSA-1 cells treated with DMSO (control) or various doses of THZ531, respectively, using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to manufacturer’s instructions. An Affymetrix GeneChip® PrimeView™ Human Gene Expression Array was used for the microarray analysis. The hybridization data were analyzed using Affymetrix GeneChip Command Console Software (AGCC). Microarray data was normalized using the Robust Multiarray Average (RMA) method, and expression values were calculated with the Affy Suite of the Bioconductor Package (http://www.bioconductor.org), using the quantile normalization of Robust Multiarray Average method (each calculation performed at the individual probe level). Fold-changes were calculated by subtracting average log2 DMSO signal from average log2 THZ531 treatment signal. 

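MYC, a transcription factor gene, had a mean log2 intensity of 9.24 ± 0.050 (SD, n = 3) over the DMSO arrays of U2-OS cells, which is above an intensity of 100 on the linear scale, and of 5.25 ± 0.16 (SD, n = 3) in SJSA-1 cells, which is below it. EGFR, which encodes the epidermal growth factor receptor, lay the other way round, at 7.06 ± 0.071 (SD, n = 3) in SJSA-1 and 5.36 ± 0.085 (SD, n = 3) in U2-OS. Of the 49372 probe sets on the array, 14708 in U2-OS and 14824 in SJSA-1 had a mean log2 intensity over the 3 DMSO arrays above log2(100). When the mean of the linear intensities was set against 100 instead, a choice made after seeing the data, 14733 probe sets in U2-OS and 14841 in SJSA-1 lay above it. With 1 probe set kept for each of 18132 genes, 6741 genes were active in U2-OS, 6568 in SJSA-1 and 5851 in both lines, so that changes of MYC in SJSA-1 and of EGFR in U2-OS fall outside the tests over active genes.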

Active transcripts of each cell were defined as average log2(expression) > log2(100) in the corresponding DMSO sample.

### scRNA-seq data processing and cell annotation

Four samples for scRNA-seq were derived from the primary tumor sites of patients diagnosed with OS in our institution. The single cells ultimately obtained from each sample were loaded onto a 10 × Genomics Chromium Single-Cell Chip. Raw data were processed using Cell Ranger (v3.0.2) to align reads, generate feature-barcode matrices, and perform gene expression analysis. Individual data were merged, and low-quality cells were excluded based on the types of genes detected, total number of detected genes, and percentage of mitochondrial genes. The eligible data were normalized, and batch effects were removed. Uniform manifold approximation and projection (UMAP) was performed for unsupervised clustering and cell-type markers were used for the identification of specific cell types.

### Immunohistochemical staining, evaluation, and analysis

Sections of formalin-fixed, paraffin-embedded tissue specimens were incubated with corresponding antibodies overnight at 4 °C, and then incubated with Dako EnVision secondary antibody (Dako, Glostrup, Denmark) for 30 min at room temperature. The intensity and proportion of staining cells was evaluated and scored by 2 independent pathologists without knowledge of patient data. The intensity of staining was scored as: 0 = no staining; 1 = weak staining; 2 = moderate staining; and 3 = strong staining. The extent of staining was scored as: 0 = no positive staining; 1 = positive staining in 1 to 25% of cells; 2 = positive staining in 26 to 50% of cells; 3 = positive staining in 51 to 75% of cells; 4 = positive staining in 75 to 100% of cells. For statistical analyses, the final score was defined as the product of the intensity and extent of staining scores, with a value ranging from 0 to 12. Low/high-expression was defined on the basis of the final score by the X-tile [27].

For OS analyses, the ratios of *LACTB* low expression (score 0–2)/high expression (score 3–12), *CEP55* low expression (score 0–4)/high expression (score 5–12), *SRSF3* low expression (score 0)/high expression (score 1–12), *TCF7L2* low expression (score 0–9)/high expression (score 10–12), and *FOXP1* low expression (score 0–4)/high expression (score 5–12) were used. For LMFS analyses, the ratios of *CEP55* low expression (score 0–4)/high expression (score 5–12), *SRSF3* low expression (score 0)/high expression (score 1–12), *TCF7L2* low expression (score 0–9)/high expression (score 10–12), *FOXP1* low expression (score 0–3)/high expression (score 4–12), *APOLD1* low expression (score 0–4)/high expression (score 5–12), and *DNAJB12* low expression (score 0)/high expression (score 1–12) were used.

### Statistical analysis

Statistical analyses were performed with SPSS version 26.0 software (SPSS Inc., Chicago, IL, USA) and R version 4.1.3 (The R Foundation for Statistical Computing). We compared two groups using the t-test for continuous variables and chi-square test for categorical variables. For the analysis of survival time, OS and LMFS curves were generated by the Kaplan–Meier method and compared with the log-rank test. The independent prognostic value of different factors was evaluated by univariate and multivariate analyses. Significant variables in the univariate analysis (P < 0.05) included in the multivariate analysis based on the Cox proportional hazards regression model. The predictive value of the variables was examined by receiver operating characteristic (ROC) curve analysis. Nomograms of OS and LMFS were established in combination with corresponding clinical factors and the scores of studied genes using the R package “rms”. Calibration plots were derived based on the regression analysis. The “ggDCA” package was used to perform decision curve analysis (DCA) and assess the clinical utility of the nomogram.

## Results

### Integrated analysis revealed the critical role of SEs in osteosarcoma

Unbiased high-throughput inhibitor screening was performed in osteosarcoma cell lines using 150 compounds with broad targeting properties (Fig. 1A). High-throughput screening was performed on 2 widely used osteosarcoma cell lines, U2-OS and SJSA-1, a primary cell ZOSM, and an MTX-resistant cell, U2-OS/MTX300. As a result, 15 compounds with marked anticancer effects were identified, and their anti-proliferation IC50 values were measured using a multi-dose assay (Fig. 1B). These top-ranked inhibitors are involved in a number of putative inhibitor classes, including cell cycle, angiogenesis, and cytoskeletal signaling. Notably, we discovered that 3 small molecule inhibitors, THZ1, THZ2, and THZ531, which are thought to target SEs, topped the list and all 4 cell lines were susceptible to them [20, 28]. Among them, THZ2 is an analog of THZ1, with improved pharmacokinetic properties [20].

**Fig. 1:**
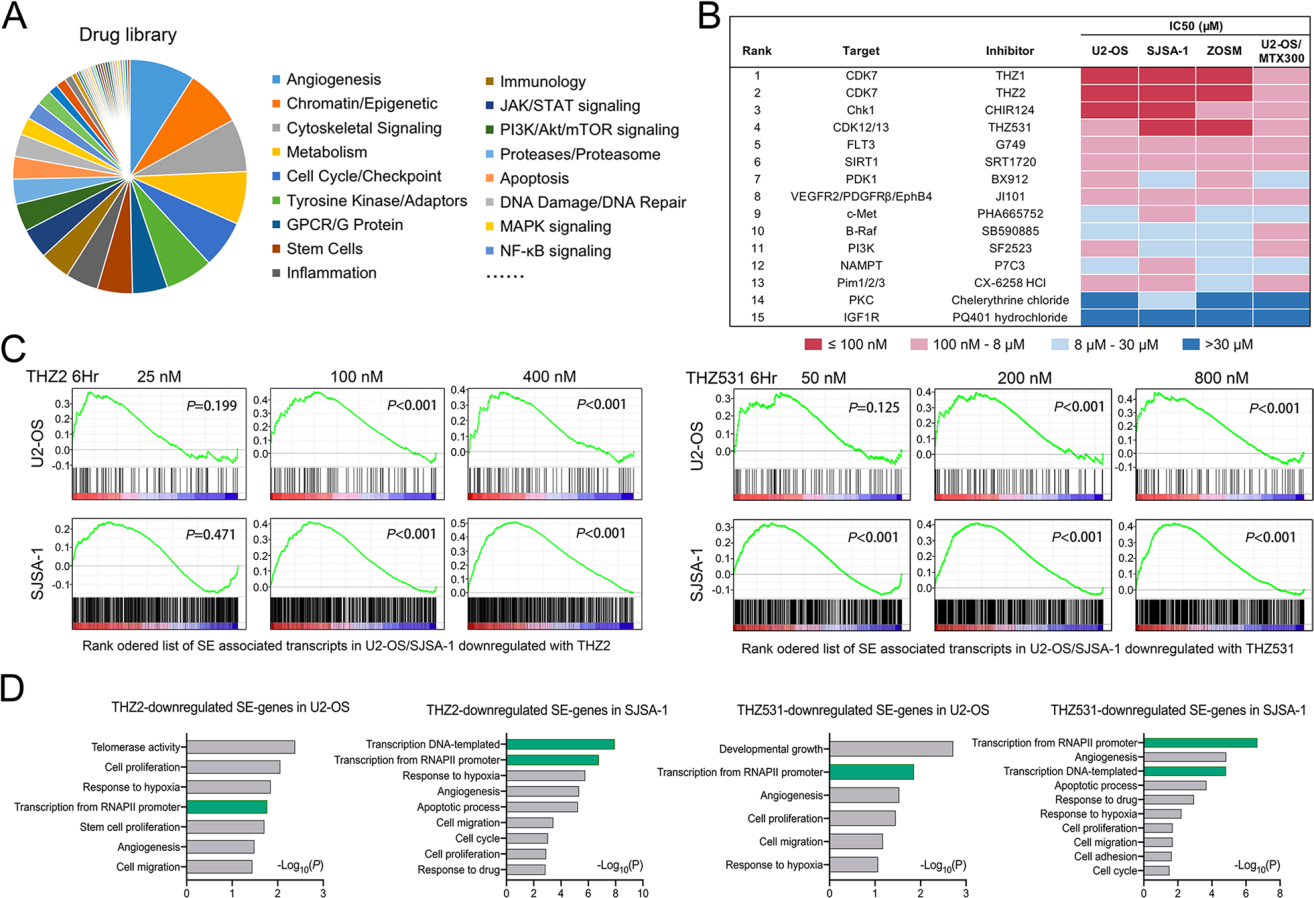
Suppression of SEs induced prominent anti-osteosarcoma effects. **A** Distribution of putative targeting pathways of 150 examined drugs in the library. **B** Summary of top-15 ranked inhibitors and corresponding targets as represented in an ‘IC50 heatmap’ format. **C** Gene Set Enrichment analysis (GSEA) showing the super-enhancer-associated transcript signature enriched in THZ2/THZ531-treated cells versus DMSO-treated cells. **D** Enrichment p-values for selected Gene ontology (GO) functional categories of downregulated SE-associated genes in U2-OS and SJSA-1 cells following treatment with 100 nM THZ1 or 200 nM THZ531

Our previous work identified the SE catalogue of osteosarcoma cells using the ROSE algorithm (https://bitbucket.org/young_computation/rose), and assigned SEs to their corresponding associated transcripts. With expression microarray analysis and retrieved data from the GEO database (GSE134605), we detected the THZ2- and THZ531-induced selective repression of transcripts driven by osteosarcoma-specific SEs [21] (Fig. 1C; Additional file 1: Figure S1A and B). 

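U2-OS and SJSA-1 are established human osteosarcoma cell lines, and THZ531 is an inhibitor whose targets are given in Fig. 1B as CDK12 and CDK13, kinases of the transcribing RNA polymerase II. RNA of both lines was taken 6 h after DMSO or 50, 200 or 800 nM THZ531, with 3 Affymetrix PrimeView arrays for each of the 8 groups. Neither the paper nor the sample labels state whether the 3 replicates of a group came from separate cultures, so p-values measure the spread between these arrays, which may be technical. MDM2, which is amplified in SJSA-1 cells, was 11.1-fold higher in the DMSO arrays of SJSA-1 than in those of U2-OS, at a mean log2 intensity of 10.66 ± 0.10 against 7.18 ± 0.031 (SD, n = 3; adjusted p = 1.43e-19 from limma), as the labels of the 2 lines require. Osteoblast markers were mostly below an intensity of 100, with 2 of 11 measured (SPP1, which encodes osteopontin, and BMP4, a bone morphogenetic protein) active in U2-OS and 0 in SJSA-1. Of 15 measured markers of neurons and glia, the neurofilament gene NEFL was active in U2-OS, where it rose at 200 nM by 0.39 on the log2 scale (adjusted p = 0.00189 from limma), and 0 were active in SJSA-1; of 15 markers of leukocytes and endothelium, 0 were active in either line. The methods name TRIzol for the RNA, whereas the extraction text in the sample labels speaks of brain tissue and of another kit.

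The deposited values were probe-set intensities on a linear scale, from 3.43 to 9675, with medians per array between 30.1 and 33.6. Their log2 values lay within 6.8e-10 of whole hundredths, so the table holds the antilog of log2 values rounded to hundredths. The authors state that they normalized the arrays by RMA with quantile normalization, and the submitters' processing notes name MAS5 as well as RMA. Of the 49372 probe sets, 44994 carried a single gene symbol, 1832 several and 2546 none, and those with several or none were given no gene. Symbols were updated through the Entrez identifier for 44967 probe sets and kept as listed for 27, and the probe set with the highest mean over the 24 arrays stood for its gene. Changes were fitted with limma to log2(value + 1), separately for the 12 arrays of each line, with Benjamini-Hochberg adjustment over the active genes. The difference between the lines was an interaction contrast in 1 fit of all 24 arrays over the genes active in both. Fold changes are on the log2(value + 1) scale, which understates those of low genes, and the number of arrays limits their precision. The poly-A controls, RNAs that the array protocol adds to each sample before labelling (24 probe sets), were brighter after THZ531 by 0.10, 0.55 and 0.94 on the log2 scale at 50, 200 and 800 nM in U2-OS, and by 0.51, 0.47 and 0.54 in SJSA-1. Their DMSO means already differed, at 5.11 in U2-OS and 6.03 in SJSA-1, both below the criterion for active genes. At 50 nM in U2-OS the rise rested on replicate 3, at 5.61, with replicates 1 and 2 at 5.10 and 4.92. The hybridization controls, added after labelling (18 probe sets), moved by -0.18, -0.10 and -0.061 in U2-OS and by 0.22, 0.18 and 0.21 in SJSA-1.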

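At 200 nM THZ531, the largest rise among the active genes of U2-OS was that of CCL20, a chemokine gene, from a mean log2 intensity of 8.43 ± 0.18 to 10.98 ± 0.11 (SD, n = 3), a log2 change of 2.55 (standard error 0.092, adjusted p = 1.35e-08 from limma). It was followed by CXCL8, another chemokine gene, at 1.38 and ADAMTS6, a metalloprotease gene, at 1.18. The non-coding RNA gene PWAR6 fell by 1.90 in this line, INTS6, a subunit of the Integrator complex, fell by 1.81 and the zinc finger gene ZNF362 fell by 1.63. In SJSA-1, SAT1, an enzyme of polyamine breakdown, rose by 2.73 (standard error 0.047, adjusted p = 2.85e-13 from limma), and the immediate-early genes JUNB and IER2 rose by 2.45 and 2.16. The largest falls in SJSA-1 were those of NAV3, which fell by 3.38 (standard error 0.059, adjusted p = 2.85e-13 from limma), the centrosomal gene CEP350, which fell by 3.24, and the ubiquitin ligase gene RNF111, which fell by 3.21.

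CDK12 rose by 0.89 in U2-OS (adjusted p = 8.52e-06 from limma) and fell by 0.98 in SJSA-1 (adjusted p = 5.12e-08). CDK7, a kinase of transcription initiation, rose by 0.33 in U2-OS and fell by 0.89 in SJSA-1, and CDK13 fell by 0.37 in U2-OS (adjusted p = 0.00378) and was not active in SJSA-1. CCNK, the cyclin partner of CDK12 and CDK13, did not pass the test in either line, with a log2 change of 0.15 in U2-OS (adjusted p = 0.114). Among genes that the paper's background gives as SE-controlled in various cancers, MYC rose by 0.38 in U2-OS and EGFR fell by 0.67 in SJSA-1. STAT3 rose by 0.28 in SJSA-1, with 0.12 in U2-OS (adjusted p = 0.126 from limma). MDM2 rose by 0.27 in U2-OS and fell by 0.57 in SJSA-1 by its brightest probe set, while another active probe set rose by 0.57 there and a further one fell by 1.07. Where each array was shifted by its poly-A controls alone, a setting added after seeing the data, the changes of CDK7, MYC, STAT3, CCNK and MDM2 in U2-OS and of STAT3 and CCNK in SJSA-1 turned below 0, and those of MDM2 in U2-OS and STAT3 and CCNK in SJSA-1 did so under the planned shift by poly-A and hybridization controls too. Changes that passed neither without nor with the shift are left out here, even where their sign turned.

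Over all active genes, 2916 of 6741 changed in U2-OS (1229 higher and 1687 lower) and 4918 of 6568 in SJSA-1 (2224 higher and 2694 lower) at an adjusted p under 0.05. With a change of at least 2-fold as well, 3 were higher and 47 lower in U2-OS, and 26 higher and 769 lower in SJSA-1. Of the 5851 genes active in both lines, 759 were lower in both, against 525.7 if the lists of the lines were independent, while 396 were higher in both against 395.5. The change itself differed between the lines for 3742 genes, with 1663 higher in SJSA-1 than in U2-OS and 2079 lower. Across genes, which are not independent replicates, the changes of the lines correlated with Pearson's r = 0.27 and Spearman's rho = 0.17. These changes are relative to a median of all active genes of -0.017 in U2-OS and -0.017 in SJSA-1. A shift of each array by its poly-A and hybridization controls moved that median to -0.29 and -0.36, and 3729 of 3825 changed genes in U2-OS, 4273 of 4412 in SJSA-1 and 1785 of 2321 in the difference between the lines were then lower. From these arrays and an earlier series with THZ2, the paper states that THZ2 and THZ531 selectively repressed transcripts that osteosarcoma-specific SEs drive (Fig. 1C, Fig. S1). The SE catalogue and the THZ2 series are not used here, so the values cover all active genes and not the SE transcripts alone.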

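Genes of DNA repair fell in both lines at 200 nM THZ531. In U2-OS, 8 of the 10 active members fell and 1 rose (8 and 2 when adjusted over the list alone), including the recombination partners BRCA1 and BARD1: BRCA1 fell by 1.04 and BARD1 fell by 0.64. In SJSA-1, 12 of 13 fell, the same number when adjusted over the list alone, and the other one did not pass; PALB2, which joins BRCA1 to BRCA2, fell by 2.98 and BARD1 fell by 1.99. The median log2 change of the list was -0.37 in U2-OS and -0.39 in SJSA-1 (camera, adjusted p = 0.0272 and 0.0217; adjusted p = 0.599 in both with an estimated correlation). With the mean of all probe sets of a gene, or with a DMSO mean above 200, the list passed camera in neither line. Genes of G2/M and mitosis fell in SJSA-1, where 24 of 30 fell and 1 rose (as many when adjusted over the list alone): the centromere histone gene CENPA fell by 1.45, the spindle checkpoint kinase gene TTK fell by 1.27 and the spindle motor gene KIF11 fell by 1.25. The median was -0.50 (camera, adjusted p = 0.00117; adjusted p = 0.544 with an estimated correlation), and in U2-OS the list did not pass, with 11 lower and 2 higher of 30 (adjusted p = 0.557). Receptor and growth signalling fell in SJSA-1, with 11 of 16 lower and 2 higher (as many when adjusted over the list alone) and a median of -0.50 (camera, adjusted p = 0.0421; adjusted p = 0.599 with an estimated correlation). SOS1, an activator of RAS, fell by 1.51, and so did SPRED2, an inhibitor of RAS-MAPK signalling, which fell by 1.49.

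Immediate-early genes, which respond to stimuli within minutes to hours, rose in both lines: 13 of 18 rose in U2-OS and 12 of 20 in SJSA-1, where 5 fell (as many when adjusted over the list alone). The medians were 0.27 and 0.41 (camera, adjusted p = 2.02e-04 and 0.0172; adjusted p = 0.145 and 0.544 with an estimated correlation); the median turned below 0 in U2-OS when arrays were shifted by poly-A and hybridization controls, and in SJSA-1 when they were shifted by poly-A controls alone. IER2 rose by 0.28 in U2-OS (-0.27 under the poly-A shift alone), and FOSL1, of the FOS family, fell by 2.27 in SJSA-1 and had a log2 change of -0.30 in U2-OS (adjusted p = 0.105), passing without 200 nM replicate 3 at -0.47. In U2-OS, 9 of 19 hypoxia response genes rose and 2 fell (as many over the list alone), with ADM, which encodes adrenomedullin, higher by 0.70 and the glycolysis regulator PFKFB3 by 0.35 (-0.20 under the poly-A shift alone); the median was 0.20 (camera, adjusted p = 0.0121; adjusted p = 0.518 with an estimated correlation), below 0 under the shift by both kinds of controls. NF-kB and cytokine genes also rose in U2-OS, 6 of 10 against 1 that fell (as many over the list alone), the cytokine gene LIF, which fell by 0.30; the median was 0.28 (camera, adjusted p = 0.0356; adjusted p = 0.544 with an estimated correlation) and turned below 0 under the poly-A shift alone. Transcription kinases and elongation factors were higher in U2-OS for 12 of 23 members and lower for 4 (13 and 4 when adjusted over the list alone): HEXIM1, an inhibitor of the elongation kinase P-TEFb, rose by 0.26 (-0.017 under the planned shift by both kinds of controls) and the bromodomain gene BRD3 fell by 0.75. The median of that list was 0.22 (camera, adjusted p = 0.0334; adjusted p = 0.599 with an estimated correlation), again below 0 under the shift by both kinds of controls. Oxidative phosphorylation genes rose in SJSA-1, 18 of 26 (as many over the list alone) with the other 8 not passing, among them UQCRB of complex III by 0.42 and NDUFB5 of complex I by 0.34 (-0.0011 under the shift by both kinds of controls; both genes turned below 0 under the poly-A shift alone); the median was 0.14 (camera, adjusted p = 0.00186; adjusted p = 0.129 with an estimated correlation), and it turned below 0 under the shift by both kinds of controls.

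The other lists did not pass camera, with adjusted p from 0.0590 to 0.994 in U2-OS and from 0.0629 to 0.951 in SJSA-1. In U2-OS, transcription factors had 12 members higher and 4 lower of 28 (13 and 6 over the list alone), G1/S and replication 2 and 9 of 28, angiogenesis 5 and 4 of 18, apoptosis 3 and 4 of 17, and p53 targets 7 and 5 of 20 (7 and 6 over the list alone). In the same line, 6 of 22 adhesion and extracellular matrix genes fell with the other 16 not passing, receptor and growth signalling had 2 higher and 5 lower of 12 (3 and 5 over the list alone), SR splicing factors 6 and 1 of 18, and 2 of 26 oxidative phosphorylation genes fell (1 over the list alone). In SJSA-1, transcription factors had 9 higher and 13 lower of 25, G1/S and replication 7 and 12 of 28 (6 and 12 over the list alone), hypoxia response 7 and 6 of 18, angiogenesis 3 and 8 of 14, apoptosis 2 and 9 of 17, p53 targets 5 and 9 of 17 and NF-kB and cytokines 5 and 6 of 13. Adhesion and extracellular matrix had 8 higher and 1 lower of 21 in this line, SR splicing factors 5 and 7 of 19, and transcription kinases and elongation 5 and 10 of 21, with HEXIM1 higher by 0.92 and a log2 change of BRD3 of -0.93. Cytoplasmic ribosome genes had 1 higher and 1 lower of 28 in U2-OS (neither over the list alone) and 8 and 1 of 28 in SJSA-1 (3 higher over the list alone). Where no bracket gives another count, as many members passed when adjusted over the list alone. Among their members, the chromatin factor gene HMGA2 fell by 0.80 in U2-OS and fell by 1.87 in SJSA-1, the DNA damage gene XPC fell by 0.67 and fell by 1.07, and the p53-induced phosphatase gene PPM1D rose by 0.34 in U2-OS (-0.21 under the poly-A shift alone) and fell by 0.94 in SJSA-1. In SJSA-1, the cytokine gene CXCL2 rose by 1.69, LIF fell by 1.52, the apoptosis inhibitor gene XIAP fell by 1.02 and the ephrin gene EFNB2 fell by 1.96, while TLN1, which links integrins to actin, rose by 0.58. Median and camera differed in sign for the cytoplasmic ribosome in U2-OS and for NF-kB and cytokines in SJSA-1, whose medians were below 0 with camera upward, and for angiogenesis in U2-OS the mean was below 0 with median and camera upward. Under the shift by both kinds of controls, the medians of transcription factors, SR splicing factors, angiogenesis and p53 targets in U2-OS and of adhesion, ribosome and hypoxia response in SJSA-1 turned below 0. Under the shift by hybridization controls alone, the medians of G1/S and replication, G2/M and mitosis, apoptosis, ribosome, oxidative phosphorylation and receptor signalling in U2-OS turned above 0. The 16 lists were fixed before the data were examined and tested over all active genes at 200 nM, not over SE transcripts, with adjustment over the 32 tests of both lines. Each list called in camera lost its call with an estimated correlation, which gave the highest adjusted p of its 22 alternatives, the lowest (with fry, which tests against no change, among them) being at most 0.0108. With the mean of all probe sets of a gene, hypoxia response and NF-kB in U2-OS and immediate-early genes and receptor signalling in SJSA-1 also lost it, besides DNA repair. Other splits of the arrays called up to 4 lists in U2-OS and 6 in SJSA-1, against 5 in each; without U2-OS 200 nM replicate 2 the NF-kB list (adjusted p = 0.0681), and without SJSA-1 DMSO replicate 2 the receptor list (adjusted p = 0.0544), did not pass, while in U2-OS transcription factors and SR splicing factors passed without DMSO replicate 3 (adjusted p = 0.0496 each), and the latter also without 200 nM replicate 3 (adjusted p = 0.0341).

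**Figure D1:**
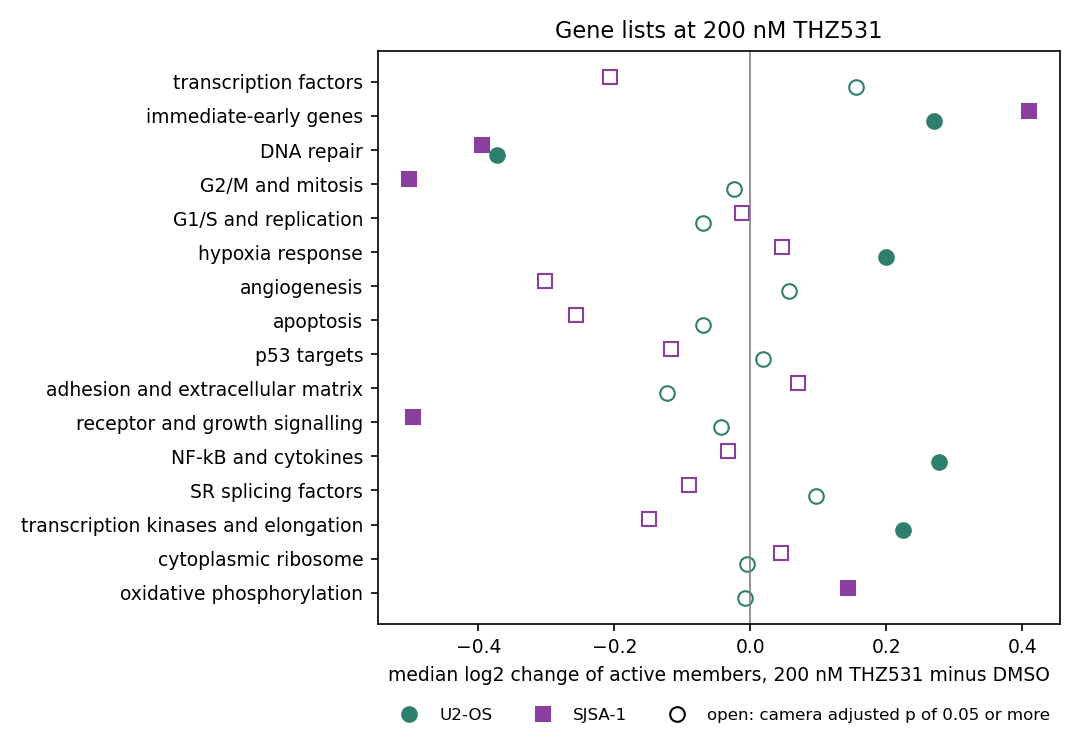
Median log2 change of the active members of each gene list at 200 nM THZ531 against DMSO, on the horizontal axis, for U2-OS (circles) and SJSA-1 (squares); filled points passed camera with the preset correlation and open points did not. DNA repair lies to the left of 0 in both lines and immediate-early genes to the right, although the latter turn below 0 in U2-OS when arrays are shifted by poly-A and hybridization controls.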

Gene ontology (GO) analysis showed that down-regulated SE-transcripts were significantly enriched in SE-specific transcriptional activity and various essential cancer-related biological processes (Fig. 1D). These results indicate that SEs have a important role in the malignancy of osteosarcoma, and that SE-associated genes may have potential clinical predictive value for disease progression.

### Classical SE-associated genes are strongly associated with disease progression in patients with osteosarcoma

To identify novel prognostic factors, we sought to select genes driven by the most contributing SE elements, and to assess their correlation with outcomes. Given that SEs are hyper-promoted to transcription of associated genes, and are susceptible to disruption by bound transcription factors (e.g., CDK-7, -12, and -13), the following screening criteria were established [19, 28, 29]: (1) associated with shared SEs in U2-OS and SJSA-1 cells, (2) highly sensitive to treatment with both THZ2 and THZ531, (3) ranked among the top 20% of all transcripts in the expression microarray results. Consequently, 10 candidate genes associated with SEs were identified based on SE characteristics (Fig. 2A).

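LACTB, which encodes a mitochondrial protease-like protein, fell in both lines at 200 nM THZ531: it fell by 0.54 in U2-OS (standard error 0.061, adjusted p = 2.65e-05 from limma) and fell by 1.15 in SJSA-1 (standard error 0.061, adjusted p = 1.67e-09). CEP55, a gene of the last step of cell division, fell by 0.35 and fell by 0.61 in the same lines, and the forkhead transcription factor gene FOXP1 fell by 0.31 and fell by 0.97. TCF7L2, a transcription factor of Wnt signalling, fell by 1.04 in SJSA-1 and had a log2 change of -0.013 in U2-OS (adjusted p = 0.893), and RRP1B fell by 0.84 in SJSA-1 with 0.027 in U2-OS (adjusted p = 0.741). ERBIN and the splicing factor gene SRSF3 fell by 0.52 and fell by 0.36 in SJSA-1, where DNAJB12 and MICAL2 did not pass, at 0.017 and -0.090. These values are those of the brightest probe set: another active probe set of SRSF3 rose by 0.24 in SJSA-1 (adjusted p = 0.0382 from limma), and 2 others of DNAJB12 fell by 0.38 and fell by 0.44.

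Counted over the 10 candidates, of which 9 were active and APOLD1 was not, 3 were lower in U2-OS and 7 in SJSA-1 at 200 nM (3 and 7 when adjusted over the list alone; 4 and 8 by any active probe set). At 800 nM, 8 were lower in U2-OS, with LACTB reaching -1.25, CEP55 -0.56, FOXP1 -0.50, ERBIN -0.43, RRP1B -0.28, DNAJB12 -0.26, MICAL2 -0.25 and SRSF3 -0.24, while TCF7L2 did not pass. In SJSA-1 at 800 nM, 7 were lower, with TCF7L2 at -1.16, FOXP1 at -0.86 and RRP1B at -0.75 the furthest. At the dose labelled 50 nM, 8 were lower in SJSA-1 (8 when adjusted over the list alone), led by LACTB at -1.52 and CEP55 at -0.94, and TCF7L2 was higher by 0.16 (adjusted p = 0.0482 from limma), a change that turned below 0 when arrays were shifted by their controls. At 50 nM in U2-OS, limma called 0 lower (1 when adjusted over the list alone), and LACTB, at -0.22 with an adjusted p of 0.0512, came nearest. There the test the methods name, unadjusted, called 1 candidate lower and its adjusted form 0. The median change of the active candidates was -0.063, -0.10 and -0.28 at 50, 200 and 800 nM in U2-OS and -0.35, -0.61 and -0.32 in SJSA-1. For comparison, 25.0% of all active genes were lower in U2-OS at 200 nM and 41.0% in SJSA-1. CEP55, FOXP1 and LACTB were lower in both lines at 200 nM, and at 800 nM also ERBIN, SRSF3 and RRP1B. In SJSA-1, ERBIN at 800 nM did not pass without DMSO replicate 2 (-0.27) or 800 nM replicate 1 (-0.24), which left 6 candidates lower; at 50 nM DNAJB12 did not pass without DMSO replicate 1 (-0.12), DMSO replicate 3 (-0.095) or 50 nM replicate 1 (-0.11), nor TCF7L2 without any DMSO replicate or without 50 nM replicate 2 or 3 (0.14 to 0.16). The study picked these genes partly on these samples, so their direction is not independent evidence. With the mean of all probe sets of a gene, 5 were lower in U2-OS at 800 nM and 5 and 4 in SJSA-1 at 50 and 200 nM, with SRSF3 at 0.045 in SJSA-1 at 800 nM, and with arrays shifted by poly-A and hybridization controls 8 were lower in U2-OS at 200 nM. That shift moved all genes down there, and 3729 of 6741 active genes were then lower.

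**Figure D2:**
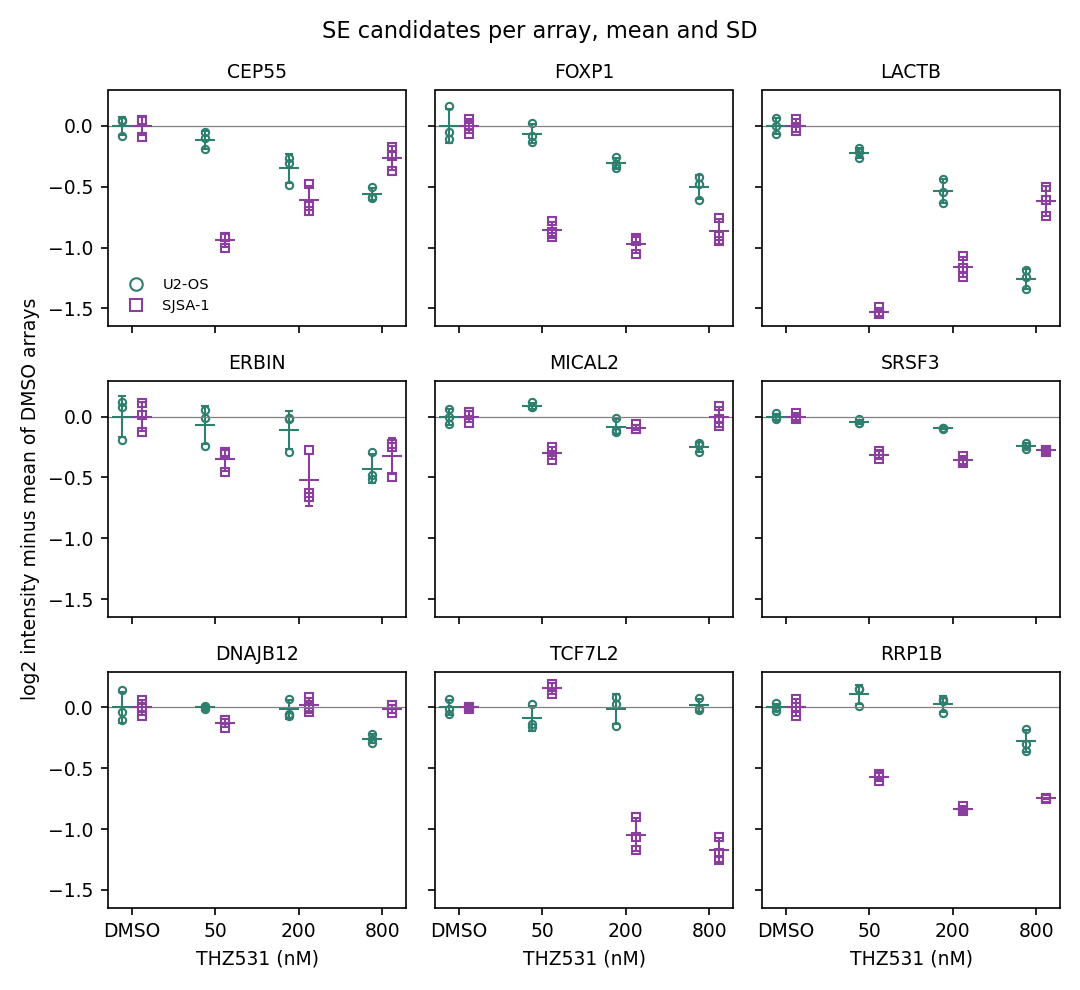
Log2 intensity of the 9 active candidates on each array minus the mean of the DMSO arrays of that line, on the vertical axis, against the dose of THZ531; circles are U2-OS and squares SJSA-1 arrays, with the mean and SD of 3 arrays as bars. LACTB falls furthest at 800 nM in U2-OS (-1.25) and at the dose labelled 50 nM in SJSA-1 (-1.52).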

**Fig. 2:**
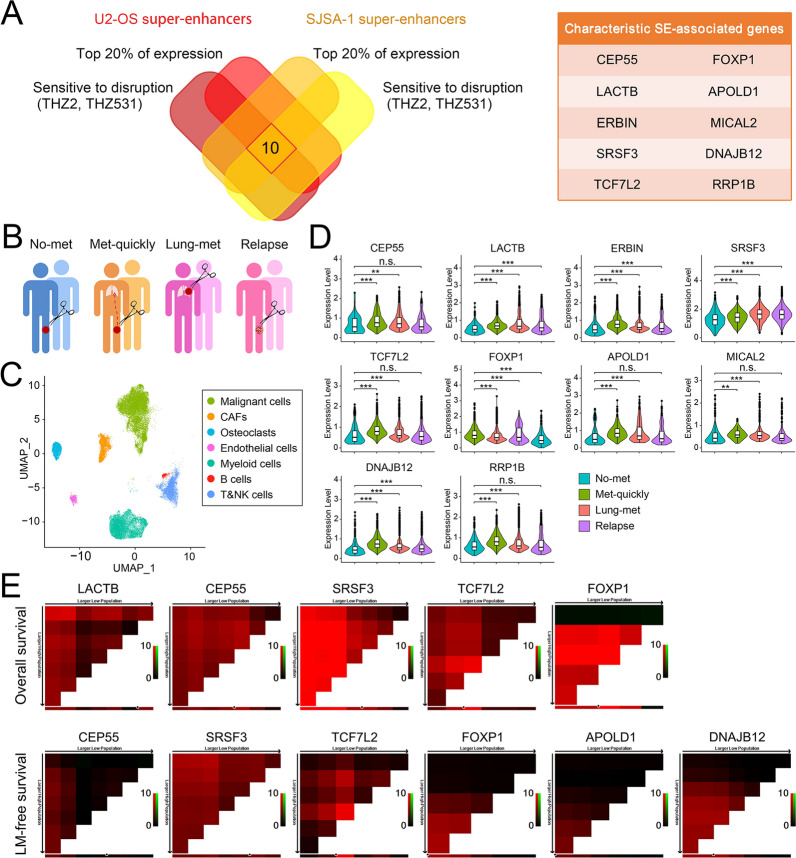
Identification of classical SE-associated genes with prognostic value. **A** Venn diagram showing overlap between super-enhancer-associated genes with characteristic features in U2-OS and SJSA-1 cell lines. Gene names are listed in right panel. **B** Graphical view of sample collection. **C** UMAP plot of all the single cells, with each color-coded for the 7 main cell types in OS lesions. **D** Violin plots showing the normalized expression levels of identified SE-associated genes across the different OS lesions in malignant cells. **E** X-tile plots of candidate SE-associated genes for overall survival and lung metastasis-free survival in 70 cases.

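SRSF3, a splicing factor gene, had the brightest probe set of the candidates, at a mean log2 intensity of 11.73 ± 0.025 (SD, n = 3) in the DMSO arrays of U2-OS and 11.78 ± 0.026 in those of SJSA-1, within the top 0.622% and 0.583% of all probe sets. ERBIN ranked in the top 2.87% in U2-OS and 8.37% in SJSA-1, CEP55 in the top 3.83% and 5.68%, and RRP1B in the top 6.84% and 3.63%. MICAL2, an actin-oxidizing enzyme, ranked in the top 6.39% and 8.80%, LACTB in the top 7.83% and 13.9%, TCF7L2 in the top 9.44% and 12.8%, FOXP1 in the top 12.9% and 5.55% and the chaperone gene DNAJB12 in the top 14.5% and 14.3%. APOLD1 lay far lower, at 3.60 ± 0.22 in U2-OS and 3.73 ± 0.12 in SJSA-1, in the top 72.5% and 69.6%, and was not active in either line. Another APOLD1 probe set ranked in the top 74.5% and 57.4%, and a probe set that APOLD1 shares with DDX47, which is given no gene here because it has 2 symbols, in the top 2.39% and 3.42%. In all, 9 of the 10 candidates lay in the top 20% in each line by their brightest probe set, a rank of probe sets by intensity and not of genes by transcript number, since probe sets differ in affinity. When genes, each by its brightest probe set, were ranked in place of probe sets, 9 did in each line as well. When only active probe sets were ranked, 3 candidates in U2-OS and 4 in SJSA-1 did, and with the mean of all probe sets of a gene 4 did in each line.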

Reports have indicated that SEs drive lineage-specific key genes in somatic cells, and our analysis revealed that most of these 10 genes had a lineage-specific expression pattern, with a higher or the highest expression levels in osteosarcoma (Additional file 1: Figure S2). We retrieved the bulk RNA-seq profiles of 88 osteosarcoma specimens from the GEO database (GSE42352), and found that these candidate SE-associated genes were potentially predictive of patient survival and pulmonary metastasis (Additional file 1: Figure S3). We then performed scRNA-seq analysis on 8 tumor specimens from OS patients (2 local mass without metastasis for more than 2 years, 2 local masses followed by lung metastasis within 6 months, 2 lung metastasis, 2 recurrent tumor) (Fig. 2B). Uniform manifold approximation and projection (UMAP) analysis was performed to the identified main clusters in these specimens and we found that malignant cells, which considered with abnormal infer copy number variation (CNV), make the biggest contribution to the expression signals of these genes (Fig. 2C; Additional file 1: Figure S4 and S5). Their increased signal intensities in malignant cells were strongly associated with the malignancy and disease progression (Fig. 2D). The aforementioned results indicate that the identified SE-associated genes that are expressed in tumor cells of osteosarcoma patients’ primary lesions might be promising prognostic predictors.

As a widely used technology in clinical diagnosis, IHC stains make it easy for pathologists to confirm the biomarker signal of a particular type of cells in complex tissue mass. To further determine the clinical prognostic value of these identified SE-associated genes, we used IHC staining to examine the expression of identified 10 genes in 70 osteosarcoma samples with long-term follow-up data. The X-tile correlation analysis showed that high expression of 5 genes (*LACTB, CEP55, SRSF3, TCF7L2,* and *FOXP1*) predicted poor overall survival (OS), and high expression of 6 genes (*CEP55, SRSF3, TCF7L2, FOXP1, APOLD1,* and *DNAJB12*) predicted poor lung metastasis-free survival (LMFS) (Fig. 2E; Additional file 1: Figure S6).

### Development of the SE-derived IHC signatures for OS and LMFS

To further assess the predictive efficacy and clinical value of these identified SE-associated genes, we examined the IHC data, clinical characteristics, and follow-up information of 212 patients with osteosarcoma who received standard treatment. The mean of the age of the patients were 19.1 years (range, 6–67 years), and 11 (5.2%) patients were > 40 years of age. The median follow-up time was 103.9 months (interquartile range [IQR] 78.2–128.3 months). A total of 159 patients were assigned to the training set and 53 patients to the validation set. There were no significant differences in the clinicopathological characteristics between the 2 groups (Additional file 1: Table S1). IHC scores for the SE-associated genes were calculated by pathologists, and divided into high and low expression groups. In the training set, the optimal cut-off scores for OS and LMFS were generated from the X-tile plots.

Univariate analysis showed that Enneking stage, tumor size, type of surgery, ALP level, and all 5 SE-associated genes were significant prognostic factors for OS. Tumor size, surgery type, ALP level, and 4 SE-associated genes (excluding *CEP55* and *DNAJB12*) were significant prognostic factors for LMFS (all, *P* < 0.05, Table 1). We hypothesized that postoperative risk stratification and prediction of OS or LMFS could be improved if the expression patterns of multiple SE-associated genes were combined into a single index. Multivariate Cox proportional hazards regression analysis was performed using factors with a P-value < 0.05 in the univariate analysis to calculate the prognostic index. A prognostic signature for each group was created as follows: SE-derived OS signature = (0.352 × *LACTB* + 0.195 × *CEP55* + 0.577 × *SRSF3* + 0.546 × *TCF7L2* + 0.591 × *FOXP1*)/2.261; SE-derived LMFS signature = (0.711 × *SRSF3* + 0.324 × *TCF7L2* + 0.374 × *APOLD1* + 0.305 × *FOXP1*)/1.714. The coefficients were calculated by Cox regression analysis, and gene names represents their normalized IHC scores (0 to 1). The location of the primary tumor had a high hazard ratio (HR) but a P value of 0.077; however, because it is a well-recognized prognostic factor it was included in the analysis. Multivariate analysis showed that primary site, Enneking stage, tumor size, ALP level, and SE-derived OS signature were independent prognostic factors for OS. Tumor size, ALP level, and SE-derived LMFS signature were independent prognostic factors for LMFS (Table 2). In particular, the HR of both SE-derived signatures was relatively higher in the OS and LMFS groups.

**Table 1:** Univariate analysis of clinical factors and SE-associated genes for overall survival and lung metastasis-free survival

	OS (Training Set, n = 159)			LMFS (Training Set, n = 141)		
	Hazard Ratio	95% CI of ratio	p-value	Hazard Ratio	95% CI of ratio	p-value
Gender (female vs male)	1.33	0.87 to 2.03	0.20	1.13	0.68 to 1.86	0.65
Age (< 18y vs ≥ 18y)	1.04	0.68 to 1.59	0.88	1.01	0.61 to 1.67	0.99
Primary Site (extremities vs non-extremities)	1.90	0.73 to 4.97	0.077	1.88	0.62 to 5.64	0.13
Histological Type	–	–	0.37	–	–	0.60
Enneking Stage (I/II vs III)	4.56	1.63 to 12.75	< 0.0001	–	–	–
Tumor Size (≤ 8 cm vs > 8 cm)	1.84	1.20 to 2.81	0.0040	3.08	1.89 to 5.04	< 0.0001
Surgery Type (amputation vs limb sparing)	0.64	0.40 to 1.03	0.041	0.52	0.30 to 0.91	0.0096
ALP (< 110/150 vs ≥ 110/150)	2.09	1.34 to 3.25	0.0051	2.36	1.41 to 3.94	0.0056
LDH (< 240 vs ≥ 240)	1.35	0.87 to 2.11	0.16	1.02	0.60 to 1.73	0.95
LACTB (low vs high expression)	2.59	1.41 to 4.77	0.032	–	–	–
CEP55 (low vs high expression)	1.76	1.10 to 2.83	0.042	1.82	1.05 to 3.15	0.067
SRSF3 (low vs high expression)	2.70	1.54 to 4.73	0.014	2.44	1.27 to 4.67	0.047
TCF7L2 (low vs high expression)	2.39	1.32 to 4.35	0.0001	1.86	0.90 to 3.83	0.037
FOXP1 (low vs high expression)	2.60	1.35 to 5.03	< 0.0001	1.84	0.95 to 3.57	0.028
APOLD1 (low vs high expression)	–	–	–	2.07	0.88 to 4.85	0.025
DNAJB12 (low vs high expression)	–	–	–	1.59	0.97 to 2.59	0.067

**Table 2:** Multivariate analysis of clinical factors and SE-derived signatures for overall survival and lung metastasis-free survival

	Overall survival			Lung metastasis-free survival			
	Hazard Ratio	95% CI of ratio	p-value		Hazard Ratio	95% CI of ratio	p-value
Primary site (extremities vs non-extremities)	2.77	1.29 to 5.96	0.009	Tumor Size (≤ 8 cm vs > 8 cm)	2.70	1.49 to 4.91	0.001
Enneking Stage (I/II vs III)	4.44	2.43 to 8.15	< 0.001	ALP (< 110/150 vs ≥ 110/150)	2.19	1.16 to 4.12	0.015
Tumor Size (≤ 8 cm vs > 8 cm)	1.64	1.02 to 2.63	0.042	SE-derived LMFS-signature (low vs high expression)	4.85	1.61 to 14.61	0.005
ALP (< 110/150 vs ≥ 110/150)	1.91	1.10 to 3.30	0.022	–	–	–	–
SE-derived OS-signature (low vs high expression)	6.38	2.38 to 17.08	< 0.001	–	–	–	–

Statistical analysis: the multivariate Cox proportional-hazards regression

### Validation and prediction accuracy of the signatures and constructed models

Time-dependent receiver operating characteristic (ROC) curve analysis indicated that the 2 SE-derived signature-based prognostic models exhibited substantial predictive accuracy for OS and LMFS at different follow-up times in the training set and validation set (Fig. 3A and B). When stratified by clinicopathological risk factors, OS was much shorter in the high-risk signature group than in the low-risk signature group in the subgroup analysis, as was LMFS (Fig. 3C and D). The insignificant difference in the Enneking stage III subgroup is likely due to the small number of cases. In the ROC analysis of 212 patients, the SE-derived OS signature showed higher predictive accuracy than any clinicopathological risk factor or single SE-associated gene alone at 3, 5, and 10 years (Fig. 4A; Additional file 1: Figure S7A). The SE-derived LMFS signature also had good predictive accuracy, higher than any single gene alone (Fig. 4B; Additional file 1: Figure S7B). As such, the SE-derived signatures have good predictive performance for OS and LMFS in patients with osteosarcoma, and can add prognostic value to clinicopathological prognostic features.

**Fig. 3:**
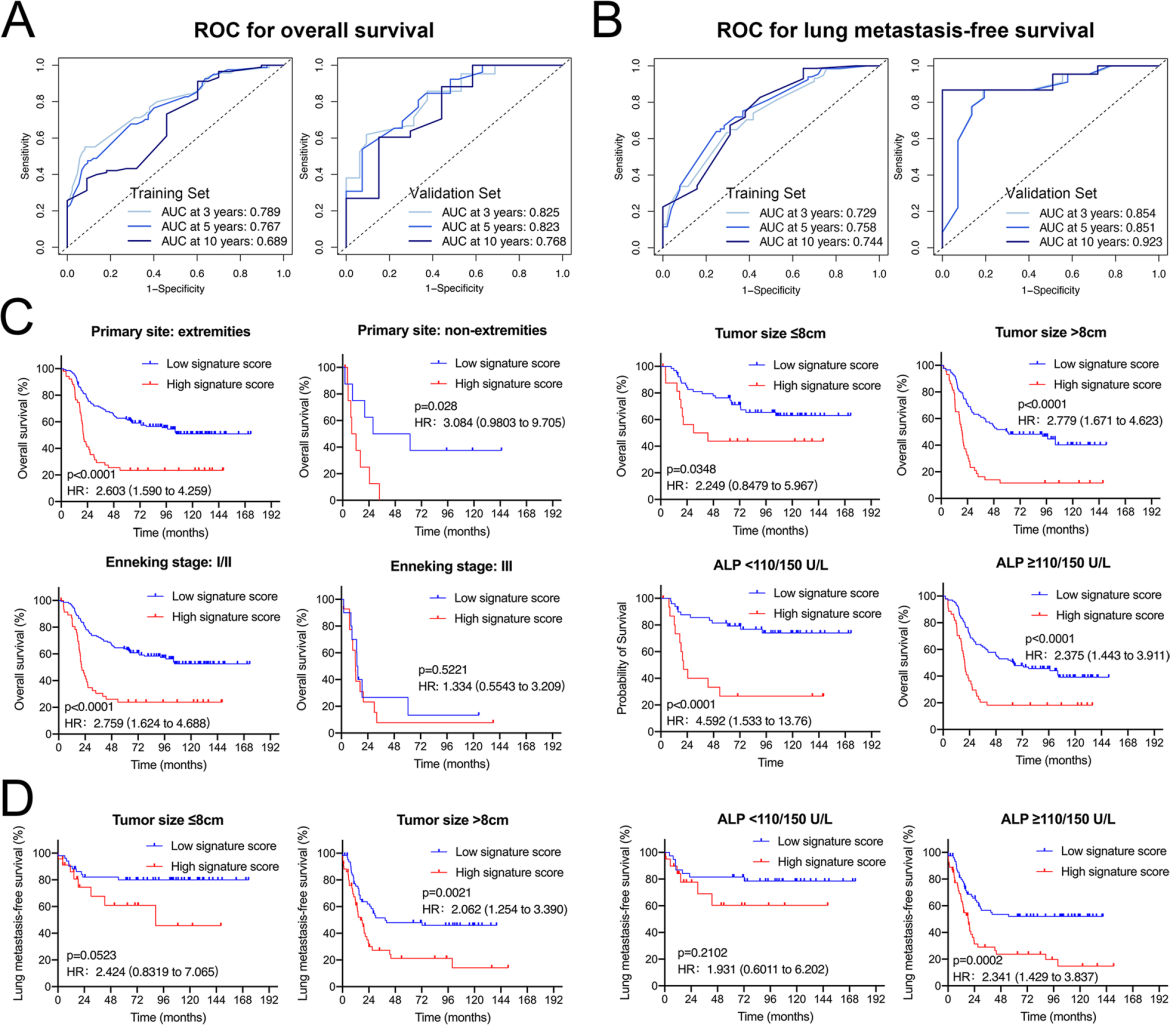
Predictive accuracy of the developed models, and subgroup analysis of SE-derived signatures. Time-dependent ROC curves of developed models for overall survival (**A**) and lung metastasis-free survival (**B**) at 3-, 5-, 10-year in the training and validation sets respectively. Kaplan-Meier analysis of overall survival (**C**) and lung metastasis-free survival (**D**) for all 212 patients according to the SE-derived signatures stratified by clinicopathological risk factors.

**Fig. 4:**
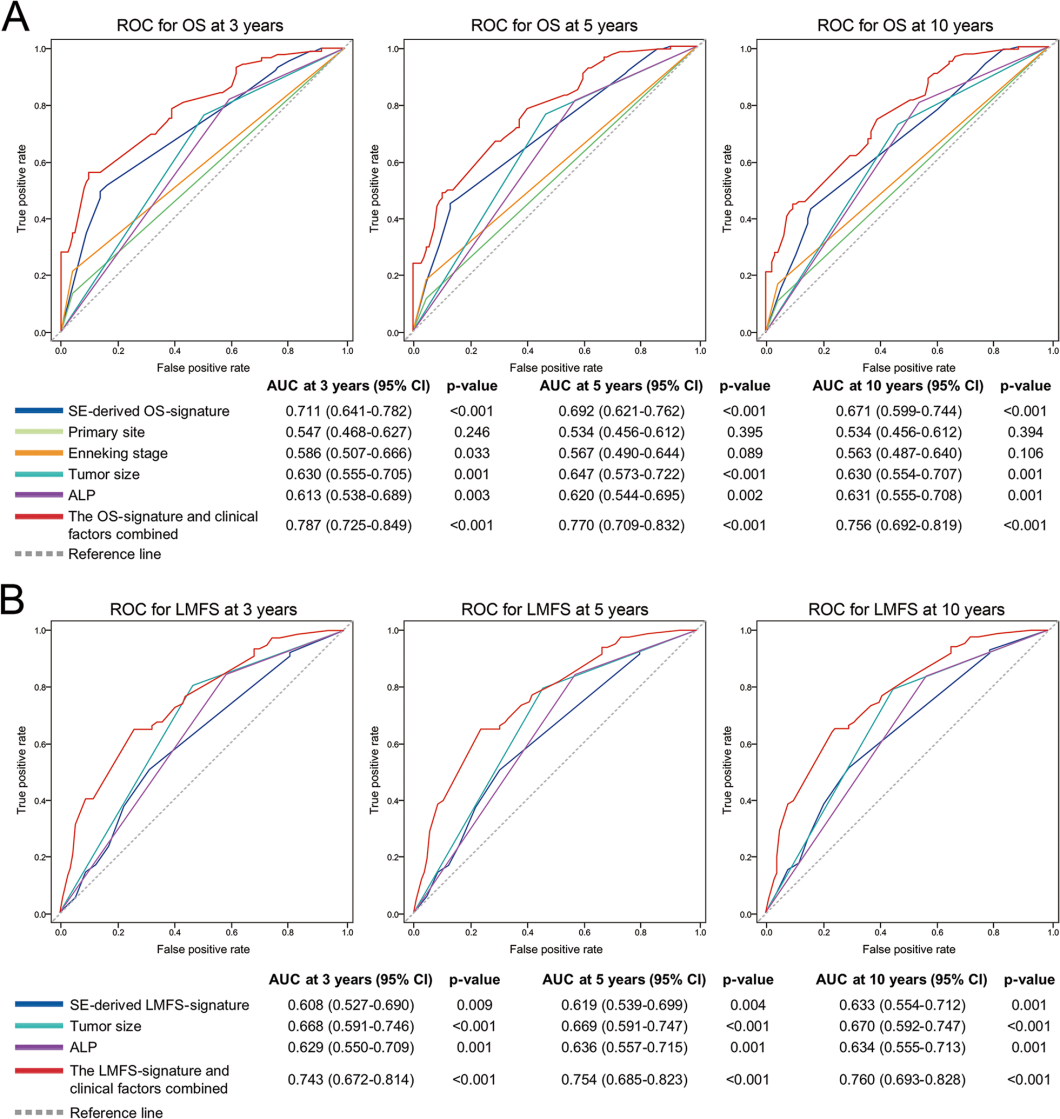
Time-dependent ROC curves comparing the prognostic accuracy of SE-derived signatures for survival (**A**) and lung metastasis (**B**) with corresponding clinicopathological risk factors in all patients

## Nomogram creation and clinical utility assessment

To provide clinicians with a quantitative method to predict survival time and lung metastasis risk in patients with osteosarcoma, we constructed nomograms for OS and LMFS that integrated the SE-derived IHC signatures and clinical risk factors examined above (Fig. 5A and B). The calibration plots showed that the predictive accuracy of the 2 nomograms compared favorably with ideal models at 3, 5, and 10 years (Fig. 5C and D). Finally, the clinical value of these nomograms was evaluated by decision curve analysis (DCA). Both nomograms had promising clinical value. The threshold probability ranges for OS and LMFS at 3, 5, and 10 years indicated that the nomograms provided a better net benefit than all-or-none treatment in both the training and validation sets (Fig. 5E and F). Therefore, the identified SE-derived signatures can substantially improve the net benefit of the clinical model. To facilitate clinical use of these nomograms, free web interfaces for their implementation are provided (https://superenhancer-fahsysu.shinyapps.io/PredictOS-Osteosarcoma/, https://superenhancer-fahsysu.shinyapps.io/PredictLMFS-Osteosarcoma/).

**Fig. 5:**
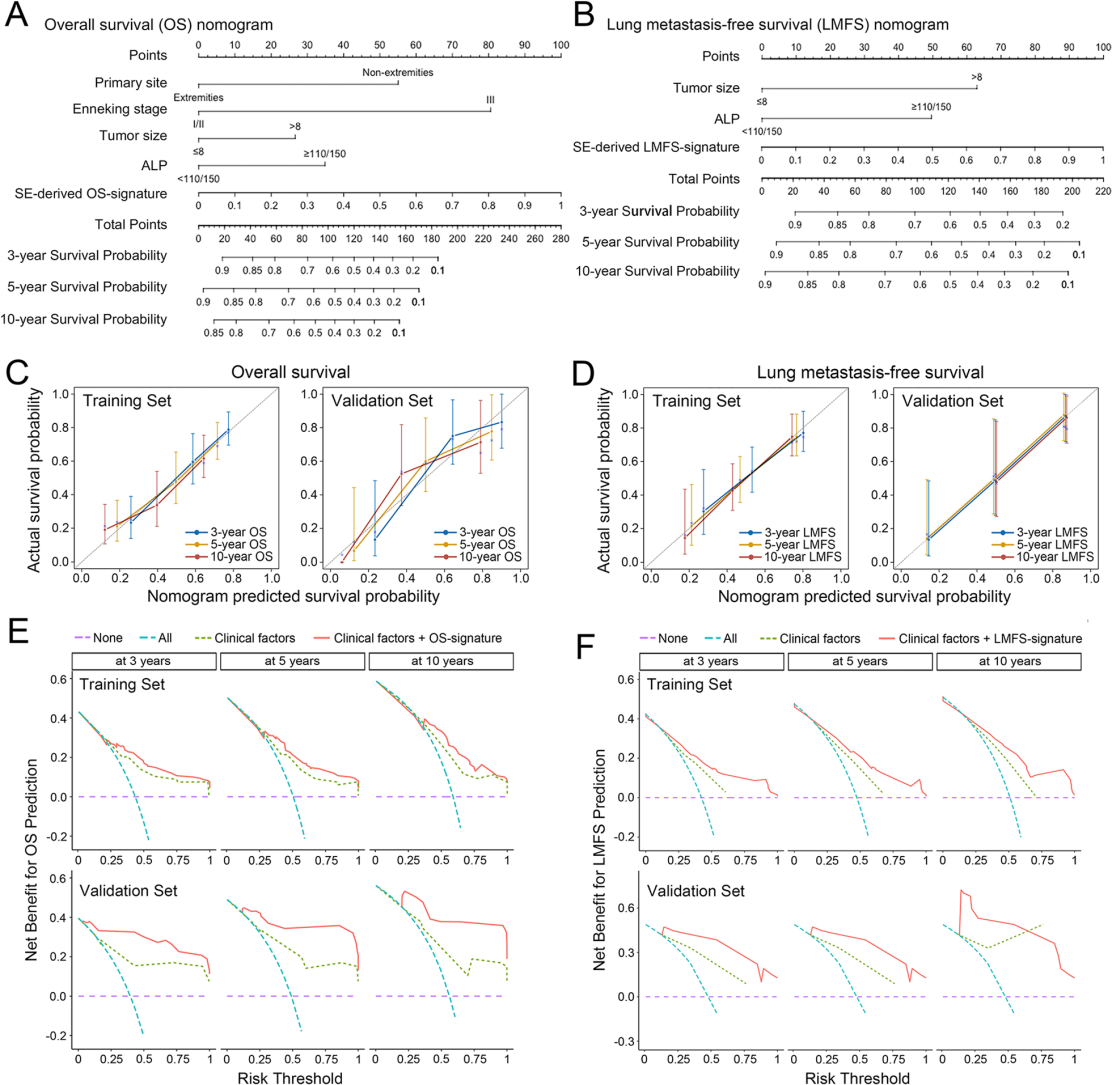
Development and evaluation of nomograms for predicting osteosarcoma survival and lung metastasis. Nomograms for predicting the 3-, 5-, and 10-year overall survival (**A**) and lung metastasis-free survival (**B**) of patients with osteosarcoma. Calibration plots (**C**, **D**) and decision curve analysis (**E**, **F**) of these two proposed nomograms in both the training and validation sets.

## Discussion

This study identified a cluster of screening genes driven by classical SEs with promising prognostic value in osteosarcoma. We then developed and validated 2 novel SE-based prognostic signatures based on IHC analysis to improve the prediction of OS and LMFS after surgery in patients with osteosarcoma. Our results indicated that these signatures can accurately classify patients into high-risk and low-risk groups with significant differences in mortality and lung metastases at 3, 5, and 10 years. Furthermore, both SE-derived signatures exhibited sound predictive performance, even better than well-known clinicopathological risk factors. When stratified by clinicopathological factors, these signatures remained significant prognostic indicators and provided prognostic value, complementing the clinical model. Finally, prognostic models using well-proven clinical variables for predicting OS and LMFS combined with the signatures were provided (Fig. 6).

**Fig. 6:**
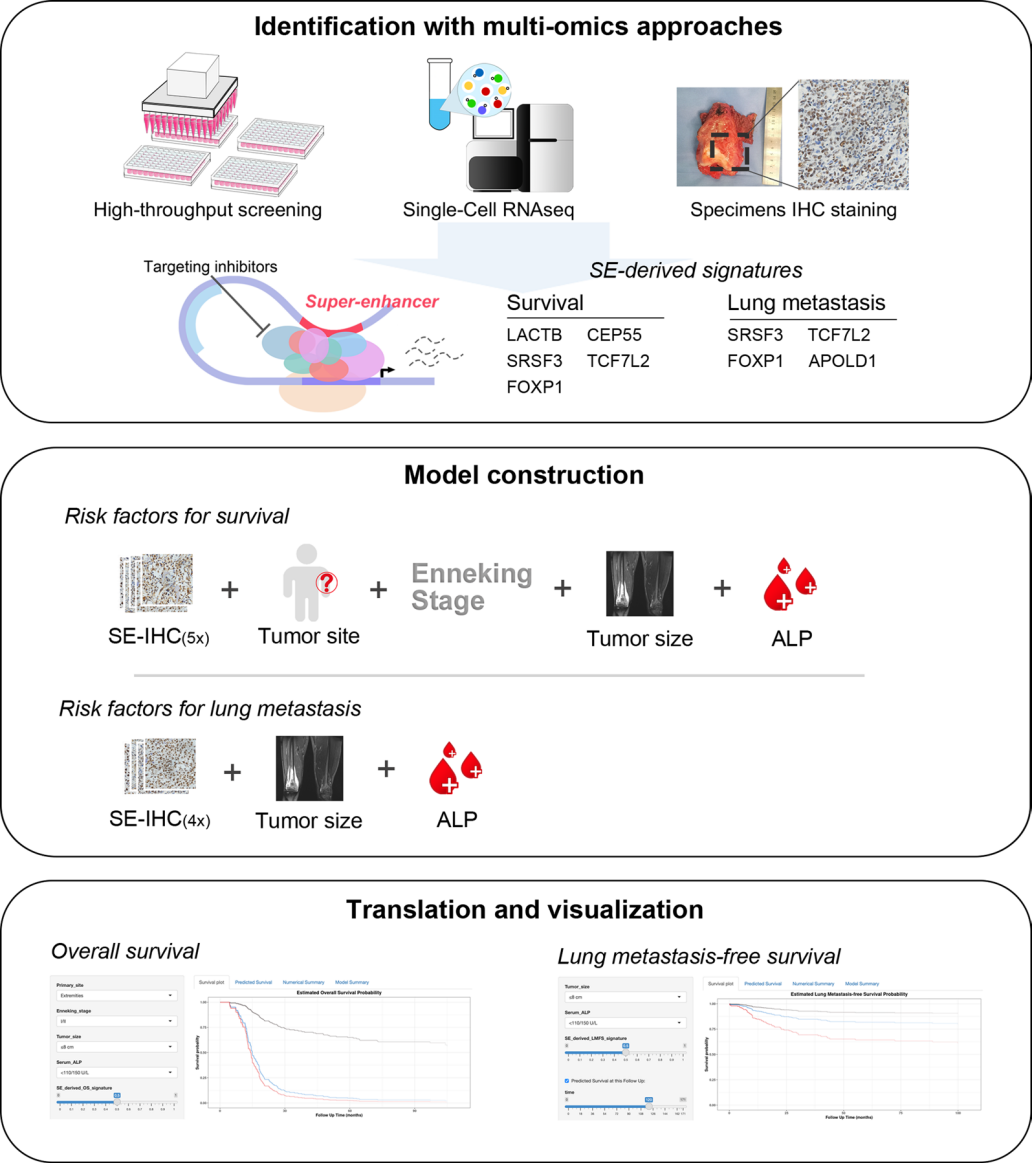
Schematic depiction of the study process

Current treatment for newly diagnosed osteosarcoma patients consists of a neoadjuvant chemotherapy cycle composed of 3 to 4 cytotoxic agents followed by surgical resection of the tumor and an additional postoperative chemotherapy cycle [30]. Despite advances in the treatment of osteosarcoma, 5-year survival rates remain far from satisfactory with rates as low as 20% for patients with metastatic disease [29, 31]. Recent studies have indicated there is no significant difference in survival between patients who undergo limb salvage or amputation, which may be due to reliable preoperative evaluation and accurate selection of the type of surgery [6, 32]. Postoperative treatment, including adjuvant chemotherapy, radiotherapy, and gene therapy, can eliminate residual cancer cells and maintain disease-free survival [33]. However, due to the diversity of treatment combinations, unavoidable toxicities, and high treatment costs, there is an urgent need for effective predictive tools to determine the prognosis for individual patients and thus help guide postoperative management decisions.

The relations between prognosis and SE-driven gene expression have been reported in various other cancers, including breast cancer, neuroblastoma, and gastric cancer [34–36]. Based on this study and our prior work, we hypothesized that genes driven by key osteosarcoma-specific SEs have potential prognostic value [21]. The present study showed that IHC scores of the identified SE-associated genes are strongly associated with OS and LMFS in osteosarcoma patients. Through a retrospective analyses of 212 patients with long-term follow-up data, the identified SE-associated genes showed significant predictive performance for mortality and lung metastasis. The SE-derived signatures that were developed add substantial prognostic value to the clinicopathological prognostic signature. Thus, our prognostic model is a novel and reliable predictive tool for the postoperative assessment of patients with osteosarcoma.

Several RNA-based classifiers with prognostic value in osteosarcoma have been identified in previous studies, and the nomograms constructed with these classifiers exhibit strong predictive performance. For example, Fu et al. developed a prognostic signature associated with the inflammatory response, and built a nomogram that included sex, age, and metastatic status [37]. Lei et al. identified a cluster of ferroptosis-related genes strongly associated with immune status, and built a nomogram that included sex, age, tumor site, and metastatic status [38]. In addition, Ouyang et al. identified a cluster of SE-associated genes with prognostic values and established a nomogram for OS that included age, sex, necrosis, and recurrence [39]. However, due to the low incidence of osteosarcoma and the scarcity of patient specimens, almost all reported prognostic analyses are based on existing open databases, namely the GEO database and the TARGET database, and are inevitably limited by small sample sizes, lack of clinical information, and heterogeneity of data from diverse sources. Predictors of adverse outcomes, including detectable primary metastases, axial tumor sites, larger tumor sizes, and higher ALP and lactate dehydrogenase (LDH) levels have been well documented in previous large-scale clinical trials [6, 40, 41]. More comprehensive clinical information was considered to develop signatures with significant promotional value. Consistent with previous large-scale trials, most of the proven clinicopathological factors for predicting mortality and lung metastasis showed significant prognostic performance in our results, and were incorporated into the nomograms. Furthermore, IHC is an inexpensive and easy-to-perform pathological technique, which is routinely used in clinical practice. As protein-based factors, the SE-derived signatures can be easily calculated conveniently and have clinical utility.

As a large cluster of active enhancers, SEs can promote higher levels of transcription of their target genes and are more sensitive to perturbation than typical enhancers [19]. In the current study, we identified classical SEs and associated genes in osteosarcoma cells according to these unique features. Their close correlations with disease progression were determined through integrating multi-omics data. The cancer-related biological functions of SE-associated genes included in our signatures have been investigated previously. The *SRSF3* gene (serine and arginine rich splicing factor 3) has been reported to play a critical role in cell proliferation by promoting the G2/M transition, and preventing the death of apoptotic cells in cancers where it functions as an oncogene [42]. *TCF7L2* (transcription factor 7 like 2) is a key factor in the Wnt signaling pathway, one of the 3 main cancer stem cell (CSC) pathways, and functions as an oncogene in osteosarcoma [43]. Transactivated by ERK/JNK-c-JUN/c-FOS, *FOXP1* (forkhead box P1) drives osteosarcoma development by regulating the cascade of p53-P21/RB signaling [44]. As a centrosomal protein, CEP55 (centrosomal protein 55) is a key regulator of cytokinesis and promotes osteosarcoma malignancy through the AKT pathway [45]. *APOLD1* (apolipoprotein L domain containing 1) is an endothelial cell early response protein that may play an important role in the regulation of endothelial signaling pathways and vascular function [46]. *LACTB* (lactamase beta) is evolutionarily related to bacterial penicillin-binding/B-lactamase proteins, and its role in tumor biology remains controversial [47]. Keckesova et al. observed that *LACTB* inhibits the proliferation of breast cancer cells by altering mitochondrial lipid metabolism [48]. Zeng et al. observed that *LACTB* inhibits the progression of colorectal cancer by modulating the stability of p53 [49]. However, Peng et al. reported that *LACTB* promotes metastasis in nasopharyngeal carcinoma by activating of ERBB3/EGFR-ERK signaling [50]. Xie et al. reported a relation between high levels of *LACTB* expression and a poor prognosis in pancreatic adenocarcinoma [51]. Notably, the oncogenic properties of *LACTB* were observed in our preliminary experiments (data not shown). In our literature review, we found that genes such as *SRSF3, TCF7L2, FOXP1,* and *CEP55* have been documented to be associated with epithelial-mesenchymal transition (EMT) in tumor cells [52–55]. EMT is the process in which polarized epithelial cells lose their adhesive characteristics to acquire a mesenchymal cell functional phenotype, and it has been demonstrated to impact various aspects of tumor behavior, including invasion, metastasis, and drug resistance [56]. This implies that SEs may support the EMT pathway in osteosarcoma cells and thus play an important role in disease progression.

This study is limited because it is retrospective design and single-centered. It ensures consistency of treatment but also potentially limits the external validity of our findings and makes them less relevant globally. Furthermore, although we collected as much clinical information as possible, our study lacks some reported clinical features, such as histological response to chemotherapy and body mass index (BMI), primarily due to the extended duration of our follow-up.

## Conclusions

Combined with high-throughput screening and multi-omics assays, the current study revealed a correlation of SE-associated gene expression in malignant cells of osteosarcoma specimens and prognosis. SE-derived signatures, which constructed based on the IHC scores of multiple SE-associated genes, have significant efficiencies on predicting overall survival and lung metastasis in patients with osteosarcoma undergoing standard treatment. As independent risk factors, these signatures can effectively classify osteosarcoma patients into low-risk and high-risk groups, thus adding prognostic value to traditional clinicopathological risk factors. Integrative prognostic models respectively for predicting OS and LMFS were developed, and both showed robust accuracy. In recent years, researchers have used various data, including clinical, molecular, and imaging result to analyze and identify valuable prognostic indicators for osteosarcoma patients. However, limitations such as a small number of cases, incomplete external data information, and high usage costs have constrained the development and widespread clinical application of prognostic models. Our prognostic models might facilitate patient counselling and more individualized management of patients with osteosarcoma.

### Supplementary Information

**Additional file 1: Figure S1.** Selective suppression of super-enhancer-associated genes by THZ531. **A** Heatmap showing the change of global active transcripts in U2-OS and SJSA-1 cells following treatment with 50, 200, and 800 nM THZ531 for 6 hours. **B** Box plots showing log2-fold changes of transcripts associated with the total pool of all enhancers (ALL), typical-enhancers (TE), and super-enhancers (SE) upon treatment with THZ531. **Figure S2.** mRNA expression level of 7 identified SE-associated genes across various types of human cancer cells. Data were retrieved from CCLE project from Broad Institute. **Figure S3.** Kaplan–Meier survival analysis for 88 patients with osteosarcoma classified with mRNA expression levels of representative SE-associated genes. **Figure S4.** Heatmap showing specific marker gene expressions for each of the 7 clusters indicated. Colors from yellow to purple indicate the relative expression levels from high to low. **Figure S5.** Identification of malignant cells and distribution of SE-gene expressed cells in subclusters. **A** The hierarchical heatmap showing large-scale CNVs of the malignant cells. **B** Proportion of each subcluster and SE-gene expressed cells in whole OS samples. **Table S1.** Characteristics of the included patients. **Figure S7.** Time-dependent ROC curves compare the prognostic accuracy of the SE-derived signatures with single SE-associated genes in all patients.

## Data Availability

The gene expression microarray data have been deposited in the NCBI Gene Expression Omnibus database under the accession code GSE250566. All the other data supporting the findings of this study are available within the article and its Additional files without any restrictions or can be obtained from the corresponding author upon reasonable request.

## Abbreviations

SE: Super-enhancer
OS: Overall survival
LMFS: Lung metastasis-free survival
LACTB: Lactamase beta
CEP55: Centrosomal protein 55
SRSF3: Serine and arginine rich splicing factor 3
TCF7L2: Transcription factor 7 like 2
FOXP1: Forkhead box P1
APOLD1: Apolipoprotein L domain containing 1
PFS: Progression-free Survival
IHC: Immunohistochemistry
ATCC: American Type Cell Collection
ALP: Alkaline phosphatase
LDH: Lactate dehydrogenase
IC50: Half-maximal inhibitory concentration
DMSO: Dimethyl sulfoxide
UMAP: Uniform manifold approximation and projection
ROC: Receiver operating characteristic
DCA: Decision curve analysis
MTX: Methotrexate
CDK7/12/13: Cyclin dependent kinase 7/12/13
scRNA-seq: Single cell RNA sequencing
CNV: Copy number variation
HR: Hazard ratio
EMT: Epithelial–mesenchymal transition
GSEA: Gene set enrichment analysis

# Supplementary material for: Prognostic and predictive value of super-enhancer-derived signatures for survival and lung metastasis in osteosarcoma
**Source:** J Transl Med. 2024 Jan 22;22:88. doi: 10.1186/s12967-024-04902-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Selective suppression of super-enhancer-associated genes by THZ531. A Heatmap showing the change of global active transcripts in U2-OS and SJSA-1 cells following treatment with 50, 200, and 800 nM THZ531 for 6 hours. B Box plots showing log2-fold changes of transcripts associated with the total pool of all enhancers (ALL), typical-enhancers (TE), and super-enhancers (SE) upon treatment with THZ531. Figure S2. mRNA expression level of 7 identified SE-associated genes across various types of human cancer cells. Data were retrieved from CCLE project from Broad Institute. Figure S3. Kaplan–Meier survival analysis for 88 patients with osteosarcoma classified with mRNA expression levels of representative SE-associated genes. Figure S4. Heatmap showing specific marker gene expressions for each of the 7 clusters indicated. Colors from yellow to purple indicate the relative expression levels from high to low. Figure S5. Identification of malignant cells and distribution of SE-gene expressed cells in subclusters. A The hierarchical heatmap showing large-scale CNVs of the malignant cells. B Proportion of each subcluster and SE-gene expressed cells in whole OS samples. Table S1. Characteristics of the included patients. Figure S7. Time-dependent ROC curves compare the prognostic accuracy of the SE-derived signatures with single SE-associated genes in all patients.

**Additional Results**

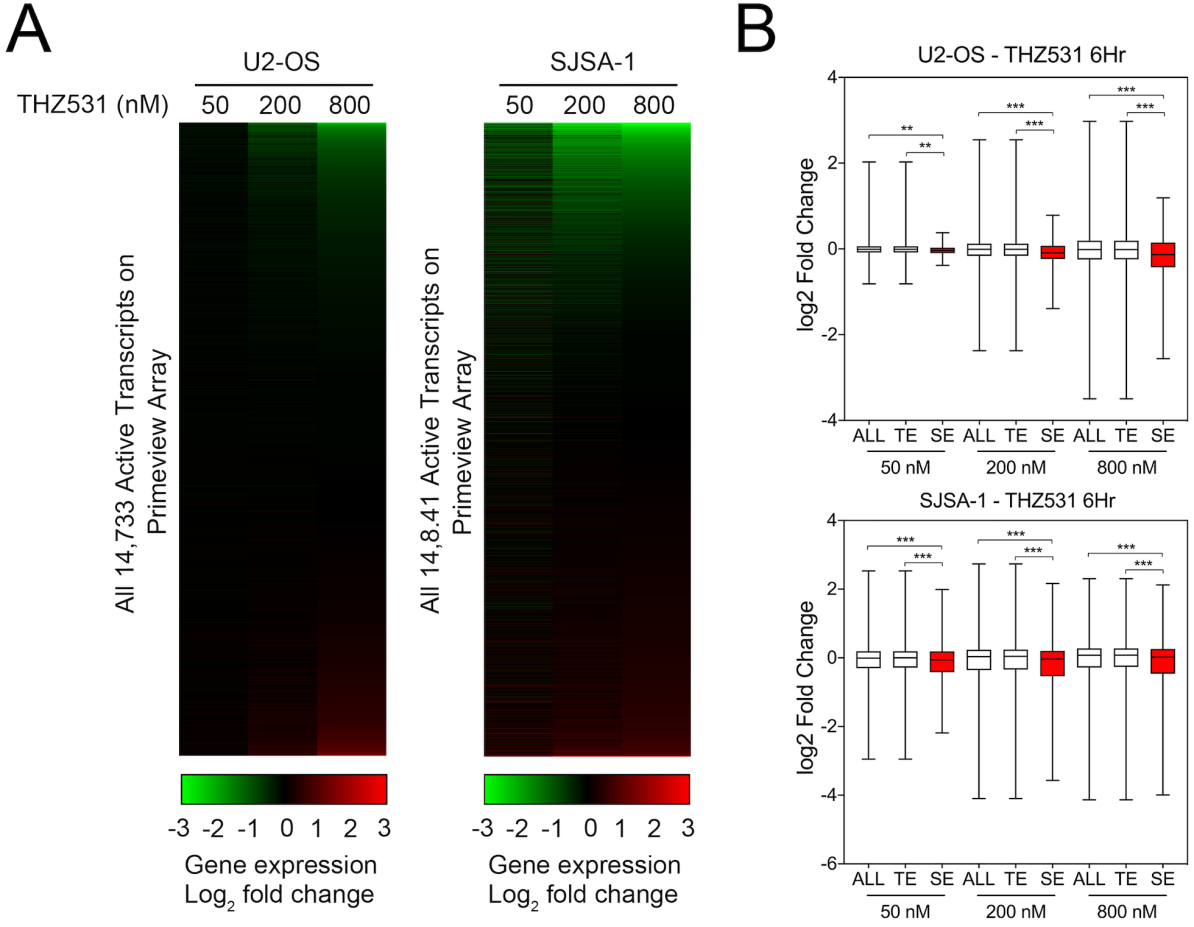

Additional file 1: Figure S1.Selective suppression of super-enhancer-associated genes by THZ531

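In U2-OS, CCL20 rose by 2.03 on the log2 scale at 50 nM THZ531 and by 2.98 at 800 nM (standard error 0.092, adjusted p = 6.13e-10 from limma). SGK1, a kinase gene induced by serum and glucocorticoids, had a log2 change of 0.060 at 50 nM, which did not pass, and rose by 0.73 at 200 nM and 2.23 at 800 nM, and the sialyltransferase gene ST6GALNAC5 fell by 1.34 at 200 nM and fell by 3.11 at 800 nM, the largest fall among the active genes of the line. In SJSA-1, the zinc finger gene ZBED5 fell by 1.48, fell by 2.97 and fell by 3.89 at 50, 200 and 800 nM, and FADD, an adaptor of death receptors, fell by 1.82, fell by 2.84 and fell by 3.65. JUNB rose by 1.12 at 50 nM and by 2.29 at 800 nM in SJSA-1, and by 0.87 at 800 nM in U2-OS.

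In U2-OS, 447 active genes changed at 50 nM (229 higher and 218 lower) and 4169 at 800 nM (1708 higher and 2461 lower), and 2318 differed between 800 and 200 nM. In SJSA-1, 4413 changed at the dose labelled 50 nM (1748 higher and 2665 lower) and 4862 at 800 nM (2396 higher and 2466 lower), and 2195 differed between 800 and 200 nM. With a change of at least 2-fold as well, 408 were lower and 63 higher at 50 nM and 799 lower and 10 higher at 800 nM in SJSA-1, and 295 lower and 78 higher at 800 nM in U2-OS; at 50 nM in U2-OS limma called 2 higher and 0 lower by that criterion, out of 1516 genes at an unadjusted p under 0.05. The difference between the lines passed for 3115 genes at 50 nM and 3892 at 800 nM. Across the genes active in both lines, which are not independent replicates, the change in U2-OS at 800 nM correlated with that in SJSA-1 at the dose labelled 50 nM with r = 0.80 (rho = 0.74), and with that labelled 800 nM with r = 0.28 (rho = 0.24). For the change in U2-OS at 50 nM, r was 0.25 with SJSA-1 at 50 nM and -0.054 with SJSA-1 at 800 nM. When any of its 6 arrays was left out, the count of changed genes in U2-OS at 50 nM lay between 145 (without 50 nM replicate 2) and 285 (without DMSO replicate 1). With arrays shifted by poly-A and hybridization controls, the median of all active genes at 50 and 800 nM was 0.012 and -0.56 in U2-OS and -0.43 and -0.38 in SJSA-1, and 5559 of 5763 changed genes in U2-OS at 800 nM and 5050 of 5271 and 4547 of 4670 in SJSA-1 at 50 and 800 nM were lower. At 50 nM in U2-OS this shift left 55 changed genes (27 higher and 28 lower). The shift by hybridization controls alone, added after seeing the data, gave 2359 higher and 34 lower there.

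**Figure D3:**
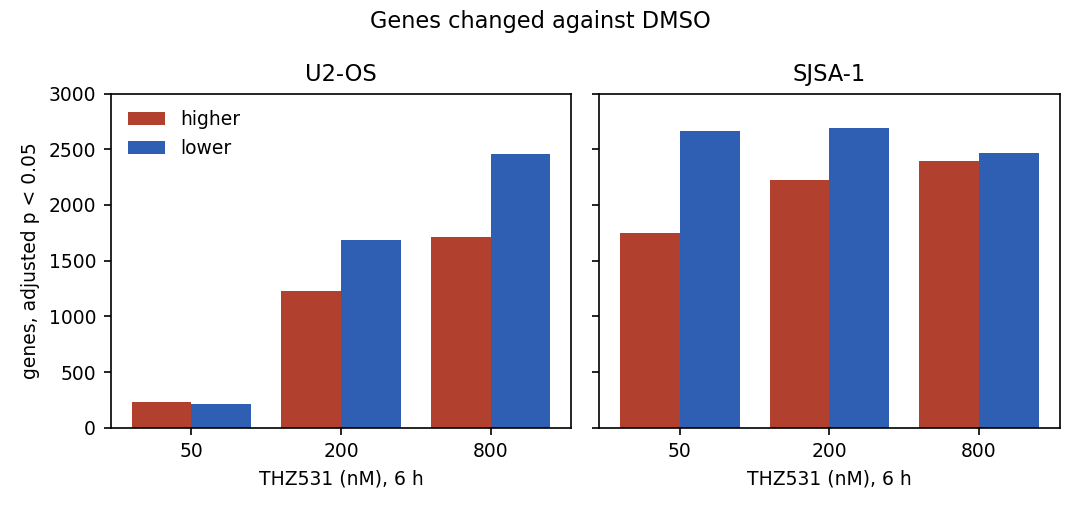
Number of active genes higher and lower than in DMSO at an adjusted p under 0.05 (vertical axis) after 6 h with 50, 200 or 800 nM THZ531, for U2-OS (left) and SJSA-1 (right). The bars of U2-OS grow with dose, from 229 higher and 218 lower to 1708 and 2461, and those of SJSA-1 are tall at each labelled dose; shifted by poly-A and hybridization controls, nearly all changed genes are lower except at 50 nM in U2-OS.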

(A) Heatmap showing the change of global active transcripts in U2-OS and SJSA-1 cells following treatment with 50, 200, and 800 nM THZ531 for 6 hours. (B) Box plots showing log2-fold changes of transcripts associated with the total pool of all enhancers (ALL), typical-enhancers (TE), and super-enhancers (SE) upon treatment with THZ531.

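Taken over all active probe sets, whichever enhancer they belong to, the median log2 change at 50, 200 and 800 nM THZ531 was -0.010, -0.010 and -0.013 in U2-OS and -0.0067, 0.037 and 0.073 in SJSA-1, and the spread grew with dose in U2-OS. The quartiles of the log2 change over the 14708 active probe sets of U2-OS were -0.083 and 0.063 at 50 nM THZ531, -0.16 and 0.12 at 200 nM and -0.24 and 0.19 at 800 nM. Over the 14824 of SJSA-1 they were -0.30 and 0.19, -0.36 and 0.23, and -0.28 and 0.27. The lowest probe set reached -0.80, -2.38 and -3.50 in U2-OS and -2.96, -4.10 and -4.14 in SJSA-1, and the share below 0 was 53.6%, 51.8% and 52.0% in U2-OS and 50.8%, 46.0% and 42.0% in SJSA-1. These are differences of mean log2 intensities, on the authors' scaling, between 3 treated and 3 DMSO arrays, with no test. The division into typical-enhancer and super-enhancer transcripts is not analysed here.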

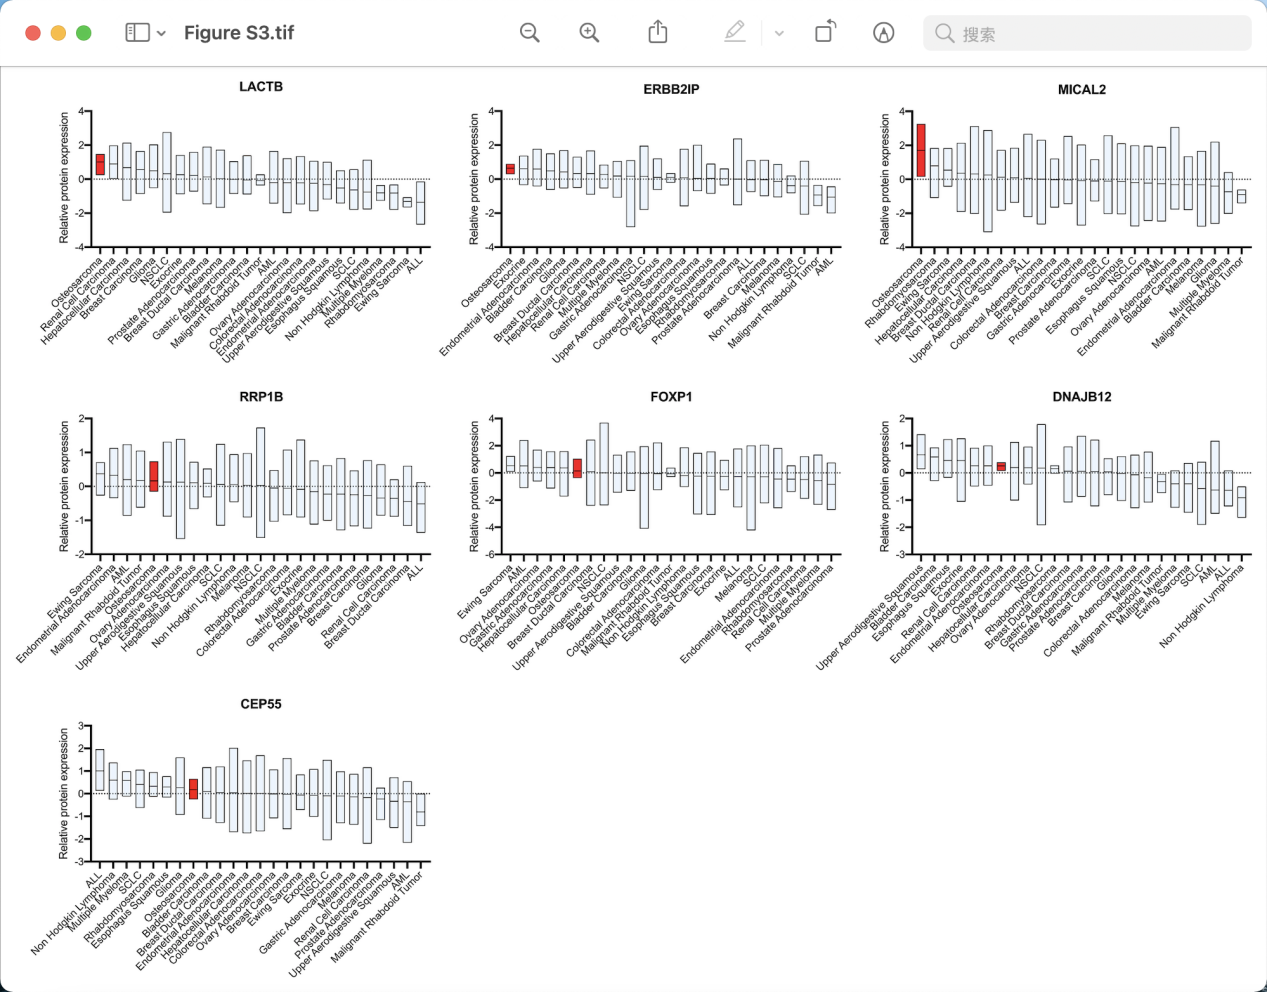

Additional file 1: Figure S2. mRNA expression level of 7 identified SE-associated genes across various types of human cancer cells. Data were retrieved from CCLE project from Broad Institute.

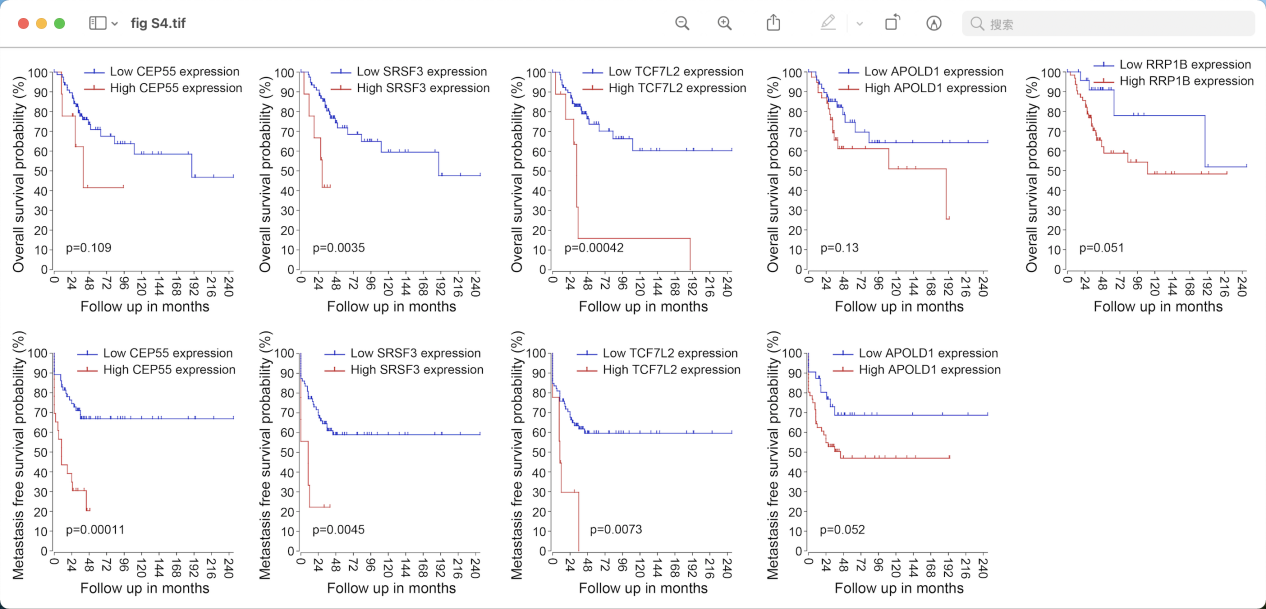

Additional file 1: Figure S3. Kaplan-Meier survival analysis for 88 patients with osteosarcoma classified with mRNA expression levels of representative SE-associated genes.

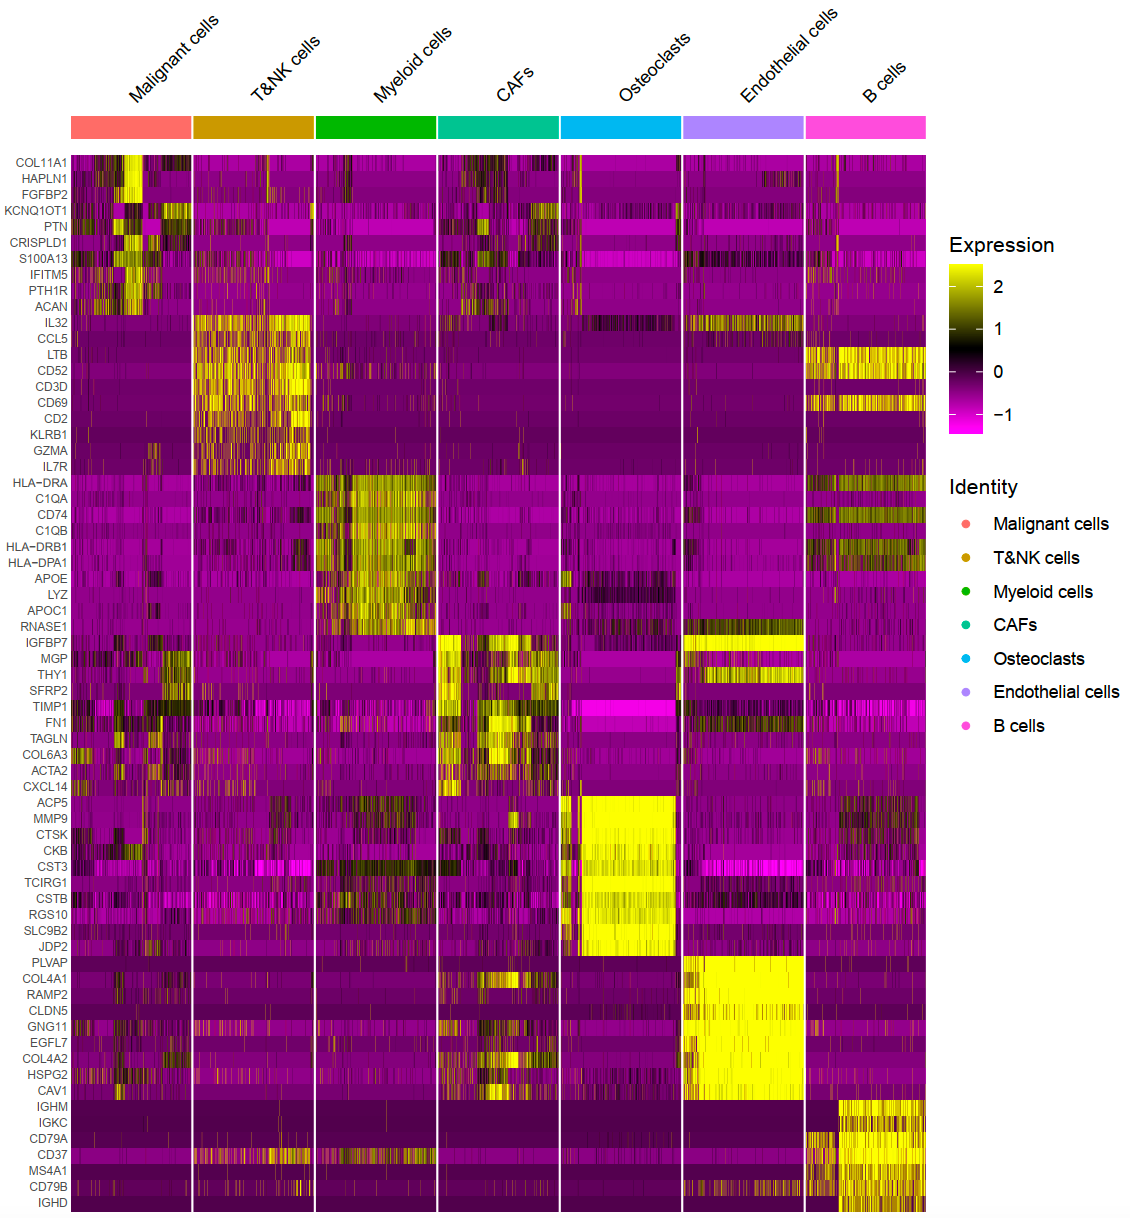

Additional file 1: Figure S4. Heatmap showing specific marker gene expressions for each of the 7 clusters indicated. Colors from yellow to purple indicate the relative expression levels from high to low.

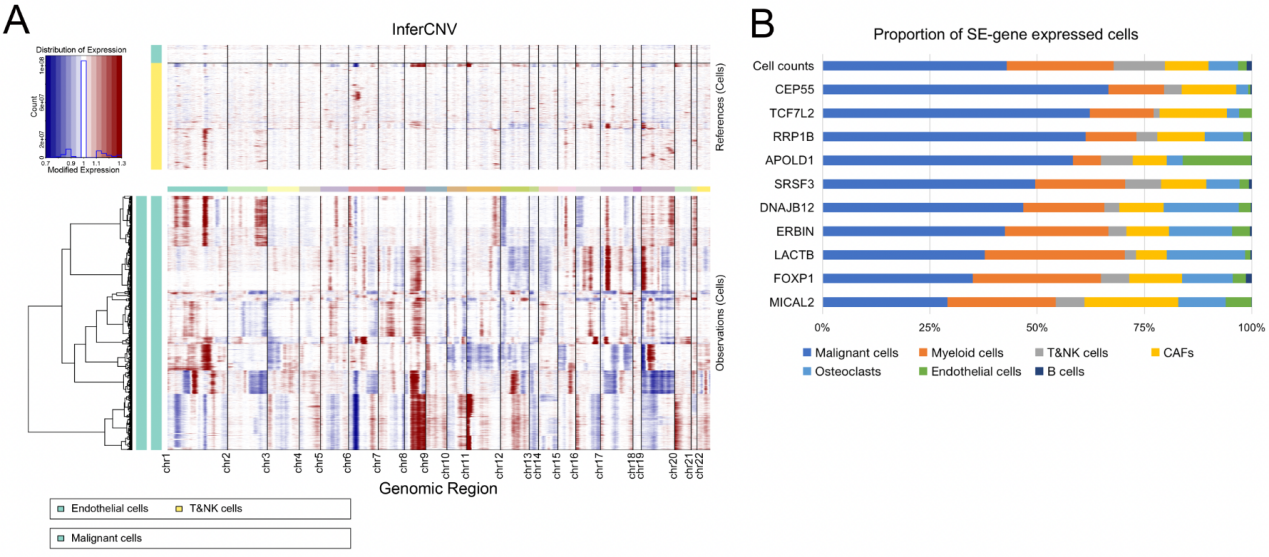

Additional file 1: Figure S5. Identification of malignant cells and distribution of SE-gene expressed cells in subclusters.

(A) The hierarchical heatmap showing large-scale CNVs of the malignant cells. (B) Proportion of each subcluster and SE-gene expressed cells in whole OS samples.

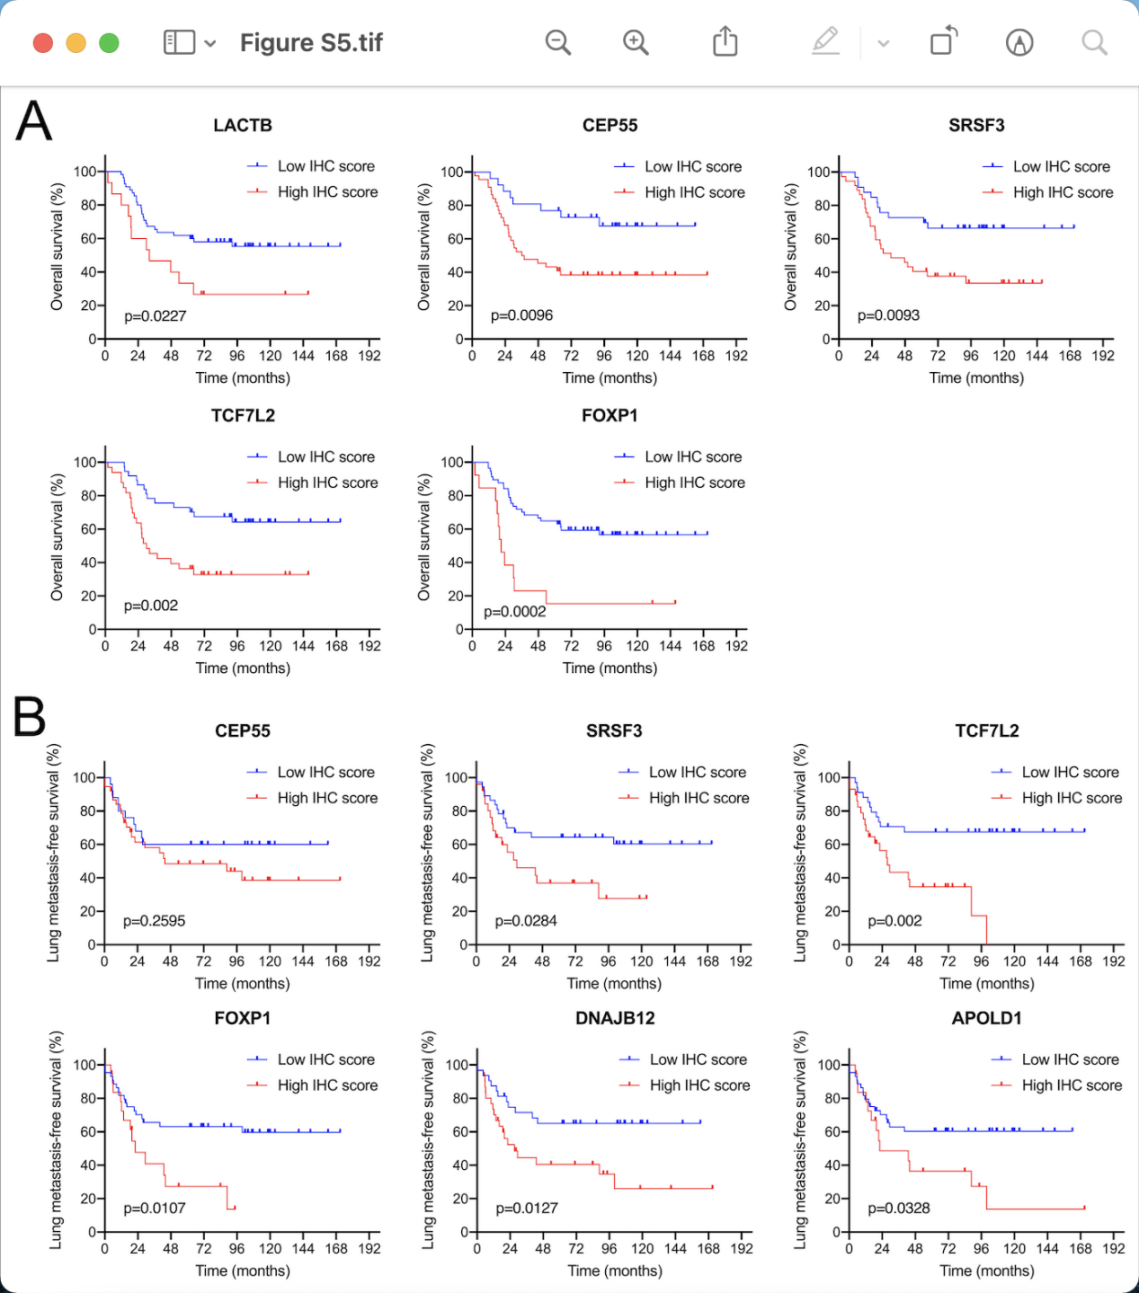

Additional file 1: Figure S6. Kaplan-Meier overall survival and lung metastasis-free survival curves for 70 patients with osteosarcoma classified with optimum cutoff IHC scores of indicated SE-associated genes.

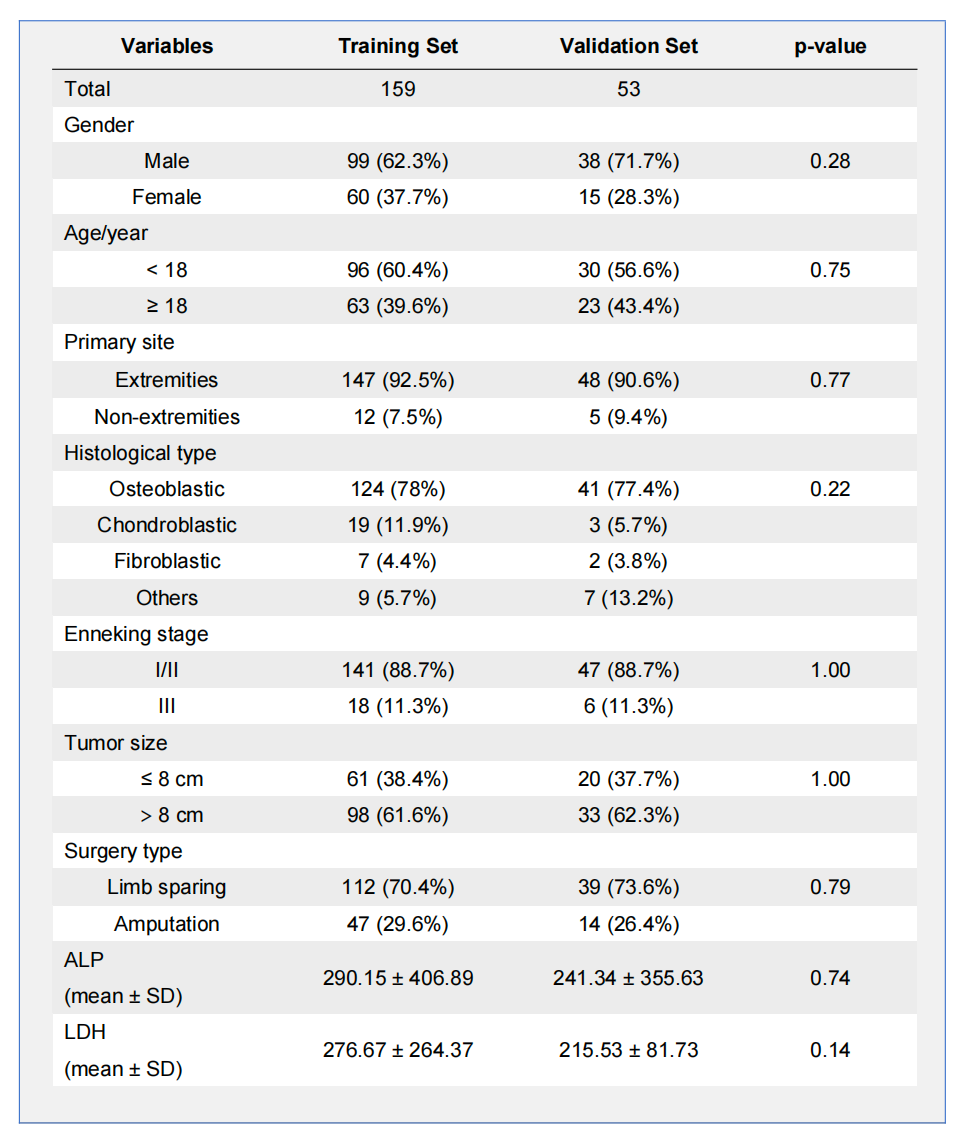

Additional file 1: Table S1. Characteristics of the included patients.

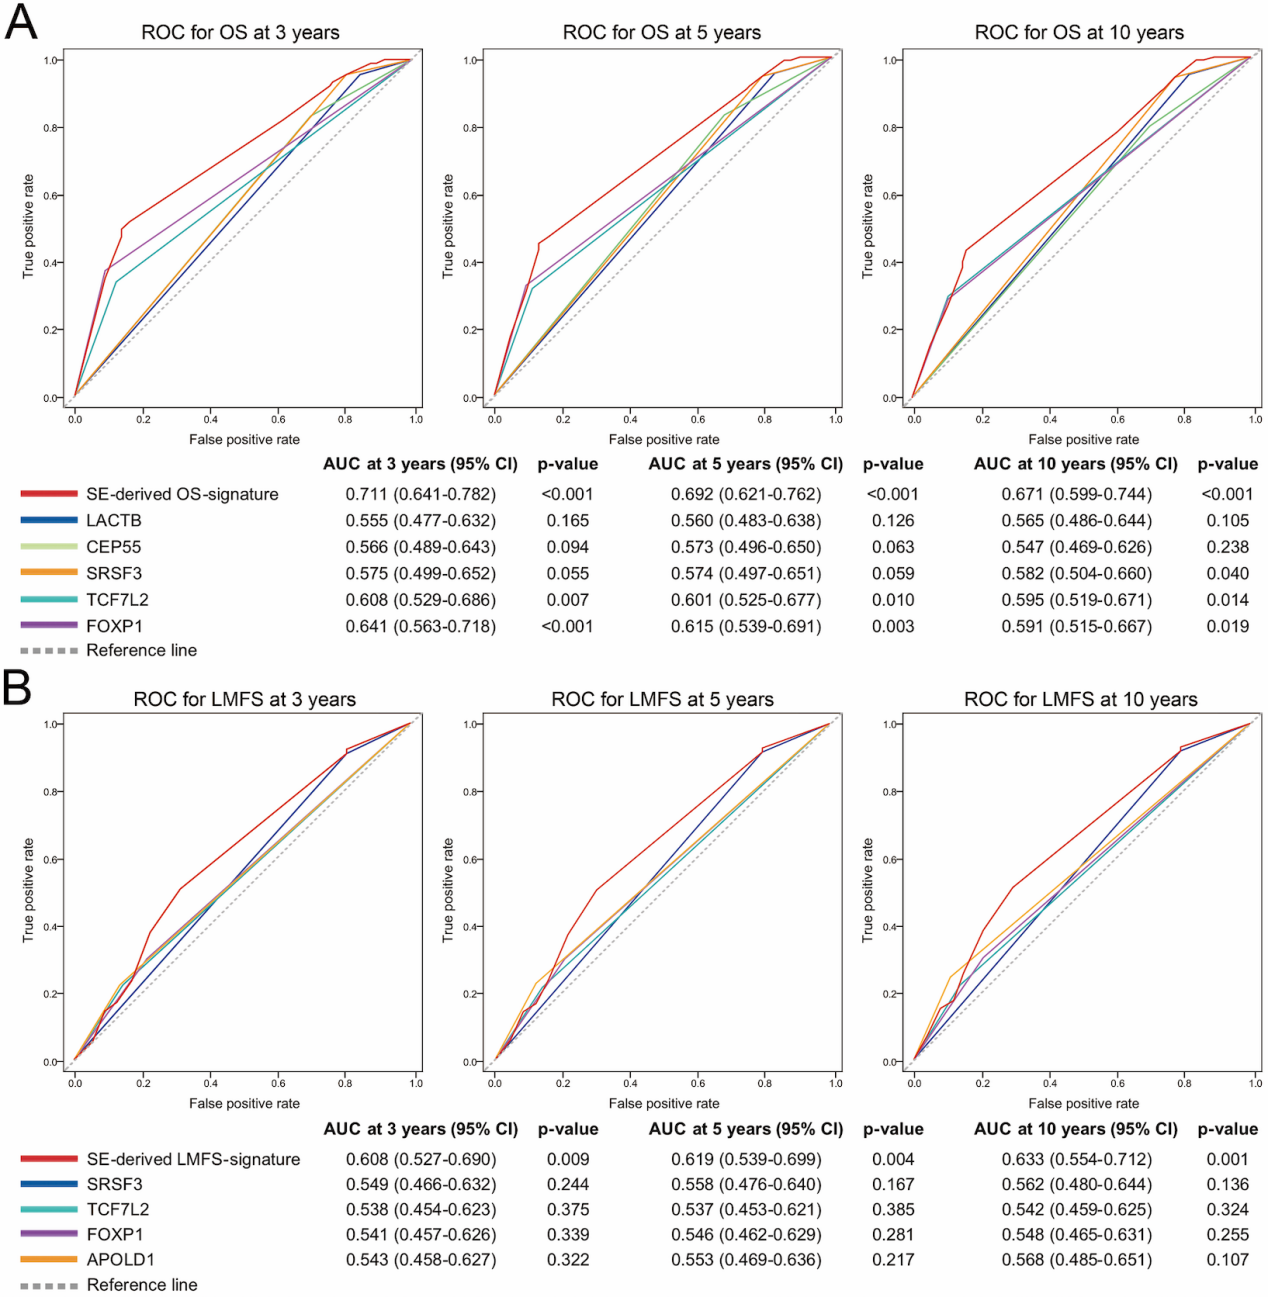

Additional file 1: Figure S7. Time-dependent ROC curves compare the prognostic accuracy of the SE-derived signatures with single SE-associated genes in all patients.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

13. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

13. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

14. Tögel L, Nightingale R, Chueh AC, Jayachandran A, Tran H, Phesse T, et al. Dual Targeting of Bromodomain and Extraterminal Domain Proteins, and WNT or MAPK Signaling, Inhibits c-MYC Expression and Proliferation of Colorectal Cancer Cells. Mol Cancer Ther. 2016;15(6):1217-26.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

13. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

14. Tögel L, Nightingale R, Chueh AC, Jayachandran A, Tran H, Phesse T, et al. Dual Targeting of Bromodomain and Extraterminal Domain Proteins, and WNT or MAPK Signaling, Inhibits c-MYC Expression and Proliferation of Colorectal Cancer Cells. Mol Cancer Ther. 2016;15(6):1217-26.

15. Mansour MR, Abraham BJ, Anders L, Berezovskaya A, Gutierrez A, Durbin AD, et al. Oncogene regulation. An oncogenic super-enhancer formed through somatic mutation of a noncoding intergenic element. Science. 2014;346(6215):1373-7.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

13. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

14. Tögel L, Nightingale R, Chueh AC, Jayachandran A, Tran H, Phesse T, et al. Dual Targeting of Bromodomain and Extraterminal Domain Proteins, and WNT or MAPK Signaling, Inhibits c-MYC Expression and Proliferation of Colorectal Cancer Cells. Mol Cancer Ther. 2016;15(6):1217-26.

15. Mansour MR, Abraham BJ, Anders L, Berezovskaya A, Gutierrez A, Durbin AD, et al. Oncogene regulation. An oncogenic super-enhancer formed through somatic mutation of a noncoding intergenic element. Science. 2014;346(6215):1373-7.

16. Lovén J, Hoke HA, Lin CY, Lau A, Orlando DA, Vakoc CR, et al. Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell. 2013;153(2):320-34.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

13. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

14. Tögel L, Nightingale R, Chueh AC, Jayachandran A, Tran H, Phesse T, et al. Dual Targeting of Bromodomain and Extraterminal Domain Proteins, and WNT or MAPK Signaling, Inhibits c-MYC Expression and Proliferation of Colorectal Cancer Cells. Mol Cancer Ther. 2016;15(6):1217-26.

15. Mansour MR, Abraham BJ, Anders L, Berezovskaya A, Gutierrez A, Durbin AD, et al. Oncogene regulation. An oncogenic super-enhancer formed through somatic mutation of a noncoding intergenic element. Science. 2014;346(6215):1373-7.

16. Lovén J, Hoke HA, Lin CY, Lau A, Orlando DA, Vakoc CR, et al. Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell. 2013;153(2):320-34.

17. Wang Y, Zhang T, Kwiatkowski N, Abraham BJ, Lee TI, Xie S, et al. CDK7-dependent transcriptional addiction in triple-negative breast cancer. Cell. 2015;163(1):174-86.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

13. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

14. Tögel L, Nightingale R, Chueh AC, Jayachandran A, Tran H, Phesse T, et al. Dual Targeting of Bromodomain and Extraterminal Domain Proteins, and WNT or MAPK Signaling, Inhibits c-MYC Expression and Proliferation of Colorectal Cancer Cells. Mol Cancer Ther. 2016;15(6):1217-26.

15. Mansour MR, Abraham BJ, Anders L, Berezovskaya A, Gutierrez A, Durbin AD, et al. Oncogene regulation. An oncogenic super-enhancer formed through somatic mutation of a noncoding intergenic element. Science. 2014;346(6215):1373-7.

16. Lovén J, Hoke HA, Lin CY, Lau A, Orlando DA, Vakoc CR, et al. Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell. 2013;153(2):320-34.

17. Wang Y, Zhang T, Kwiatkowski N, Abraham BJ, Lee TI, Xie S, et al. CDK7-dependent transcriptional addiction in triple-negative breast cancer. Cell. 2015;163(1):174-86.

18. Zhang J, Liu W, Zou C, Zhao Z, Lai Y, Shi Z, et al. Targeting Super-Enhancer-Associated Oncogenes in Osteosarcoma with THZ2, a Covalent CDK7 Inhibitor. Clin Cancer Res. 2020;26(11):2681-92.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

10. Zhang M, Liu Y, Kong D. Identifying biomolecules and constructing a prognostic risk prediction model for recurrence in osteosarcoma. J Bone Oncol. 2021;26:100331.

11. Li L, Wang Y, He X, Li Z, Lu M, Gong T, et al. Hematological Prognostic Scoring System Can Predict Overall Survival and Can Indicate Response to Immunotherapy in Patients With Osteosarcoma. Front Immunol. 2022;13:879560.

12. Pelish HE, Liau BB, Nitulescu, II, Tangpeerachaikul A, Poss ZC, Da Silva DH, et al. Mediator kinase inhibition further activates super-enhancer-associated genes in AML. Nature. 2015;526(7572):273-6.

13. Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153(2):307-19.

14. Tögel L, Nightingale R, Chueh AC, Jayachandran A, Tran H, Phesse T, et al. Dual Targeting of Bromodomain and Extraterminal Domain Proteins, and WNT or MAPK Signaling, Inhibits c-MYC Expression and Proliferation of Colorectal Cancer Cells. Mol Cancer Ther. 2016;15(6):1217-26.

15. Mansour MR, Abraham BJ, Anders L, Berezovskaya A, Gutierrez A, Durbin AD, et al. Oncogene regulation. An oncogenic super-enhancer formed through somatic mutation of a noncoding intergenic element. Science. 2014;346(6215):1373-7.

16. Lovén J, Hoke HA, Lin CY, Lau A, Orlando DA, Vakoc CR, et al. Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell. 2013;153(2):320-34.

17. Wang Y, Zhang T, Kwiatkowski N, Abraham BJ, Lee TI, Xie S, et al. CDK7-dependent transcriptional addiction in triple-negative breast cancer. Cell. 2015;163(1):174-86.

18. Zhang J, Liu W, Zou C, Zhao Z, Lai Y, Shi Z, et al. Targeting Super-Enhancer-Associated Oncogenes in Osteosarcoma with THZ2, a Covalent CDK7 Inhibitor. Clin Cancer Res. 2020;26(11):2681-92.

1. Isakoff MS, Bielack SS, Meltzer P, Gorlick R. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol. 2015;33(27):3029-35.

2. Ferrari S, Smeland S, Mercuri M, Bertoni F, Longhi A, Ruggieri P, et al. Neoadjuvant chemotherapy with high-dose Ifosfamide, high-dose methotrexate, cisplatin, and doxorubicin for patients with localized osteosarcoma of the extremity: a joint study by the Italian and Scandinavian Sarcoma Groups. J Clin Oncol. 2005;23(34):8845-52.

3. Siegel RL, Miller KD, Jemal A. Cancer statistics, 2019. CA Cancer J Clin. 2019;69(1):7-34.

4. Ritter J, Bielack SS. Osteosarcoma. Ann Oncol. 2010;21 Suppl 7:vii320-5.

5. Gill J, Gorlick R. Advancing therapy for osteosarcoma. Nat Rev Clin Oncol. 2021;18(10):609-24.

6. Bielack SS, Kempf-Bielack B, Delling G, Exner GU, Flege S, Helmke K, et al. Prognostic factors in high-grade osteosarcoma of the extremities or trunk: an analysis of 1,702 patients treated on neoadjuvant cooperative osteosarcoma study group protocols. J Clin Oncol. 2002;20(3):776-90.

7. Han Z, Peng X, Yang Y, Yi J, Zhao D, Bao Q, et al. Integrated microfluidic-SERS for exosome biomarker profiling and osteosarcoma diagnosis. Biosens Bioelectron. 2022;217:114709.

8. Wu Y, Xu L, Yang P, Lin N, Huang X, Pan W, et al. Survival Prediction in High-grade Osteosarcoma Using Radiomics of Diagnostic Computed Tomography. EBioMedicine. 2018;34:27-34.

9. Chen W, Lin Y, Huang J, Yan Z, Cao H. A novel risk score model based on glycolysis-related genes and a prognostic model for predicting overall survival of osteosarcoma patients. J Orthop Res. 2022;40(10):2372-81.

How the deposited data were processed for this re-analysis (not part of the article)

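RNA of the osteosarcoma cell lines U2-OS and SJSA-1 was measured on 24 Affymetrix PrimeView arrays, 12 per line, after 6 h with DMSO or 50, 200 or 800 nM THZ531, with 3 arrays in each of the 8 groups. The deposited values are probe-set intensities on a linear scale that, per the methods, the authors made from the scanned arrays by RMA with quantile normalization; the submitters' processing notes name MAS5 as well as RMA, with no version of either. The log2 of every value lies on a whole hundredth to within the rounding of the table, so the intensities are antilogs of rounded log2 values. The signal over background limits the precision of low genes, since the arrays have medians between 30.1 and 33.6 and the lowest values are at 3.43. Conditions, doses and replicate numbers were taken from the sample labels, and the lines were checked by the level of MDM2.

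Probe sets with a single gene symbol were assigned to that gene, with symbols brought up to date through the Entrez identifier, and the probe set with the highest mean over the 24 arrays stood for its gene. A gene was active in a line when its mean log2 intensity over the 3 DMSO arrays of the line exceeded log2(100), the paper's criterion. Changes were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) to log2(value + 1), per line over its 4 groups, with contrasts of each dose against DMSO and of 800 against 200 nM, and p-values were adjusted by Benjamini-Hochberg over the active genes of the line. Adjusted p-values given for genes and for differences between the lines are those of limma. The difference between the lines was the SJSA-1 change minus the U2-OS change, fitted over 8 groups on all 24 arrays for the genes active in both. Changes of at least 2-fold were counted among genes that also passed the adjusted p of 0.05.

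Altogether 16 gene lists were written before the data were examined: transcription factors, immediate-early genes, DNA repair, G2/M and mitosis, G1/S and replication, hypoxia response, angiogenesis, apoptosis, p53 targets, adhesion and extracellular matrix, receptor and growth signalling, NF-kB and cytokines, SR splicing factors, transcription kinases and elongation, cytoplasmic ribosome, and oxidative phosphorylation. They were tested at 200 nM by camera of limma with an inter-gene correlation of 0.01, adjusted over the 32 tests of both lines, and the correlation was also estimated from the data. Marker lists of osteoblasts, of neurons and glia and of leukocytes and endothelium served to check the extraction text of the labels. The 10 candidate genes that the paper names were followed at each dose, and their rank among all probe sets in DMSO was set against the top 20%. The genes named are, for 200 and 800 nM in each line, drawn from the 10 largest rises and the 10 largest falls among those with an adjusted p under 0.05 whose treated arrays all lie on the same side of all DMSO arrays; the candidate genes; MYC, STAT3 and EGFR; CDK7, CDK12, CDK13 and CCNK; MDM2; and up to 4 members of each list with the largest absolute change at 200 nM in either line. Names outside this rule were chosen after their values were seen: NEFL, SPP1 and BMP4 among the markers, the genes off in DMSO, and the genes whose probe sets moved in opposite directions.

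Alternatives set before the data were examined changed 1 choice at a time: no filter on low values, a mean over all arrays above 100, a DMSO mean above 200, the mean of all probe sets of a gene, each probe set on its own, arrays centred on their median, quantile normalization again, a shift by the poly-A and hybridization controls, eBayes with trend and robust fitting, array weights, only the groups compared, all 24 arrays in 1 fit, the replicate number as a block, the test of the methods with and without adjustment, a change of at least 2-fold, log2(value + 16), an estimated inter-gene correlation, fry, other rankings of expression, and leaving out each array in turn. Added after seeing the data were log2(value) with no pseudocount, shifts by the poly-A or the hybridization controls alone, activity by the mean of linear values, 800 against 50 nM, gene lists in the difference between the lines, and genes off in DMSO. Gene lengths are spans on GRCh38.p14, and permutations used 10000 draws. Tested on simulated data, drawn from each gene's DMSO mean and residual SD with known changes added, the fit recovered 91.4% of genes changed by 0.5 on the log2 scale in U2-OS and 89.1% in SJSA-1, 47.9% and 73.0% of those changed by 0.25, and 31.9% of differences of 0.25 between the lines, with 7, 10 and 3 false calls. A list raised by 0.5 in such data was called in both lines, with 0 other lists called by camera. Genes were simulated with no correlation between them, so how camera fares with correlated genes was not tested by this. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and statmod 1.5.0 was loaded with limma. The super-enhancer catalogue, the THZ2 series and all data outside these 24 arrays were not used here.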

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

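The tests on the poly-A controls, the test of swapped labels with both lines alike at equal doses, the test of lower doses in SJSA-1 against higher doses in U2-OS and the count of genes off in DMSO were chosen only after the result was seen. The size that the change of long-lived mRNAs would have to reach was set later still, after their values were seen.

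The change from DMSO differed between SJSA-1 and U2-OS for 3115 genes at 50 nM THZ531, 3742 at 200 nM and 3892 at 800 nM, by an interaction contrast in limma over the genes active in both lines. Regrouping the DMSO and treated arrays within the lines takes the drug effect itself apart. It therefore cannot test whether an equal effect in both lines would give such counts. Of 100 such regroupings, the real one included, 3, 2 and 2 gave as many genes, and the highest of the others gave 3394, 3919 and 4176. Each of these 3 exchanged all 3 DMSO arrays of U2-OS with treated arrays and left SJSA-1 as it was, which turns the change of U2-OS around, and another at 50 nM with 3117 genes exchanged 1 DMSO array of U2-OS and 3 of SJSA-1.

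The kinase genes CDK12 and CDK7, targets that the paper names, differed between the lines at 200 nM, though other named genes differed by more, NAV3 by -3.15 and KIF18A by -2.94 among them, with an SJSA-1 change minus U2-OS change of -1.87 (standard error 0.117, adjusted p = 1.16e-11) for CDK12 and -1.22 (standard error 0.0644, adjusted p = 8.58e-13) for CDK7. All 3 treated arrays lay above all DMSO arrays in U2-OS and below them in SJSA-1 for both genes, but with a shift by poly-A controls alone the rise of CDK7 in U2-OS turned into a fall. Candidate genes also fell further in SJSA-1 at 200 nM, TCF7L2 by -1.03 (adjusted p = 7.81e-09), RRP1B by -0.86 (adjusted p = 6.13e-10), FOXP1 by -0.67 (adjusted p = 3.67e-06), LACTB by -0.62 (adjusted p = 2.69e-06), ERBIN by -0.41 (adjusted p = 0.0287), CEP55 by -0.26 (adjusted p = 0.0201) and SRSF3 by -0.26 (adjusted p = 3.59e-05). The sign was not the same at every dose: at 800 nM the difference was 0.64 (adjusted p = 1.57e-06) for LACTB and 0.30 (adjusted p = 0.00947) for CEP55, and at 50 nM 0.25 (adjusted p = 0.0383) for TCF7L2. For MICAL2 and DNAJB12 the difference at 200 nM did not pass, with adjusted p = 0.935 and 0.713.

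Among genes that the activity criterion leaves out of the paper's comparison, 154 in U2-OS and 305 in SJSA-1 were at or below an intensity of 100 in DMSO in mean and above it in mean at 200 nM, with every treated array above every DMSO array and an adjusted p under 0.05 in a limma fit with no filter.

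The poly-A control probe sets, which the paper does not analyse, were brighter at 800 nM than in DMSO by 0.94 on the log2 scale in U2-OS and by 0.54 in SJSA-1. Without THZ531 their mean was 6.03 in SJSA-1 and 5.11 in U2-OS, which reached 6.05 at 800 nM. A level like that of treated U2-OS thus occurred without THZ531. In DMSO the control transcripts lys, phe and thr lay below the activity criterion, at 3.58, 4.35 and 5.08 in U2-OS, which limits their precision. The transcript dap lay above it, at 7.44 in U2-OS, and rose by 0.89 there at 800 nM. The hybridization controls of U2-OS did not share the rise of the poly-A controls and moved by -0.061 at 800 nM. In SJSA-1 the hybridization controls rose by 0.21, and the poly-A controls rose by 0.34 more than that. The gap between both kinds of controls had an SD of 0.118 over the 800 nM arrays and of 0.160 over the DMSO arrays. Per the methods the values were quantile normalized, which evens out the brightness of whole arrays. Brighter staining or scanning would reach both kinds of controls, and what normalization evens out would be missing from both. In U2-OS the rise of 0.94 in the poly-A controls, with -0.061 in the hybridization controls, therefore argues against it. In SJSA-1, where both kinds rose, it was not decided. More control RNA added to the treated samples cannot be told apart from an effect of the treatment, because the amount added goes with the group; the smallest change of the 4 control transcripts in U2-OS was 0.75 and the largest 1.24. A smaller share of mRNA in the total RNA of treated cells, which inhibition of transcription may bring, stays open too: if long-lived mRNAs did not fall, they would lie higher than all active genes by about the rise of the controls, and their median change at 800 nM lay above by 0.043 in U2-OS (SD 0.014) and 0.078 in SJSA-1 (SD 0.0019), far less than 0.94 and 0.54, but how much they fell was not measured apart. Which explanation holds decides whether the changes are read relative to all genes or to the controls.

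In SJSA-1 nearly as many genes changed at the dose labelled 50 nM as at 800 nM, unlike U2-OS. DMSO arrays of SJSA-1 set apart by something other than THZ531 are argued against, because the change labelled 50 nM correlated with the change of U2-OS at 800 nM at r = 0.797 (SD over array pairs 0.023). The same r, against 0.28 for the change labelled 800 nM, is what labels of 50 and 800 nM swapped in SJSA-1 would give. A swap with both lines alike at equal doses is argued against by r = 0.272 at 200 nM, where the best other dose of SJSA-1 gave 0.64. The change of U2-OS at 50 nM also argues against that. Its r was 0.25 (SD 0.058) with the dose labelled 50 nM in SJSA-1 and -0.054 (SD 0.055) with that labelled 800 nM. Exchanging the 2 labels would also leave their counts, 4413 and 4862, near each other, so a swap alone would not account for them. A greater sensitivity of SJSA-1, in which lower doses act as higher doses do in U2-OS, would also give the r of 0.797. For the SJSA-1 change labelled 50 nM, r was higher by 0.547 with U2-OS at 800 nM than at 50 nM. The SD over array pairs was 0.023 and 0.058 for these values of r, and none was computed for their difference. Other values of SJSA-1 at the doses labelled 50, 200 and 800 nM run both ways, with 408, 769 and 799 genes at least 2-fold lower and a deepest fall of -2.48, -3.38 and -3.89, but 63, 26 and 10 genes at least 2-fold higher where U2-OS had 2, 3 and 78. A greater sensitivity stays open, and a swap does too, but only if the lines also differ in their response.

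For comparisons of 3 arrays with 3, there are 10 splits, too few for a share under 0.05. Every split but the real one mixes arrays of both groups, which moves any difference between them into the spread. Low counts in the other splits therefore do not measure what chance alone would give. The number of splits with as many changed genes, the real one included, was 1 for each dose and for 800 against 200 nM in each line; the real counts were 447, 2916, 4169 and 2318 in U2-OS and 4413, 4918, 4862 and 2195 in SJSA-1, and the highest other was 0 by limma except for 3 in the last. For candidate genes lower, the real counts were 3 and 8 at 200 and 800 nM in U2-OS and 8, 7 and 7 at 50, 200 and 800 nM in SJSA-1, with 1 split as large and 0 in the highest other; at 50 nM in U2-OS the real count was 0 and all 10 splits gave as many. For gene lists called at 200 nM, U2-OS had 5 with 4 in the highest other and 1 split as large, and SJSA-1 had 5 with 6 in the highest other and 3 splits as large.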

How the results depend on the processing

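Shifts by the poly-A or hybridization controls alone, log2(value) with no pseudocount and 800 against 50 nM were chosen only after the result was seen. Of the alternatives set before the data were examined, 210 of 262 values for counts of changed genes stayed within 1.5 times the reported count and 52 moved further. For gene lists, 630 of 704 kept direction and side of the threshold, 39 lost the call and 35 gained it, some of these by fry, which answers a different question; for named genes, 2639 of 2742 kept both, 48 lost the call, 39 gained it and 16 turned round. The direction was compared only where the list or gene passed in the main setting or in the alternative. Counts of candidates lower stayed within that factor in 116 of 132 and moved in 16. Shifts by controls moved the median of all active genes, and the estimated correlation between the genes of a list ended the call of every list that camera called. Shifted by the poly-A controls alone the median at 50, 200 and 800 nM was -0.11, -0.57 and -0.98 in U2-OS and -0.55, -0.49 and -0.52 in SJSA-1, by the hybridization controls alone 0.17, 0.079 and 0.014 and -0.27, -0.19 and -0.19, and with arrays centred on their median 0.12 in SJSA-1 at 800 nM. Where the construction of an alternative (fewer or more genes tested, fewer arrays, a stricter criterion) does not show it, the cause was not tested. Intensities near the background limit what can be said of genes below 100.

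Without a filter on low values, changed genes numbered 282 in U2-OS at 50 nM, 6384 in U2-OS at 800 nM, 7122 in SJSA-1 at 50 nM, 10258 in SJSA-1 at 200 nM and 8225 in SJSA-1 at 800 nM; differences between the lines 5131 at 50 nM, 7043 at 200 nM and 6902 at 800 nM; newly called, by adjusted p, were SR splicing factors (0.0467) in U2-OS and transcription kinases and elongation (0.0206) in SJSA-1; the rank correlation of gene length and change in U2-OS at 200 nM was -0.068. Shifted by the poly-A and hybridization controls, changed genes numbered 55 (27 higher and 28 lower) in U2-OS at 50 nM and 1069 (402 higher and 667 lower) in SJSA-1 at 800 against 200 nM; differences between the lines 2321 (536 higher and 1785 lower) at 200 nM; candidates lower 8 in U2-OS at 200 nM; no longer called, by adjusted p, were transcription kinases and elongation (0.0637) in U2-OS and G2/M and mitosis (0.0535) and receptor and growth signalling (0.0535) in SJSA-1; the change turned round for MDM2 (-0.0008), HEXIM1 (-0.017) and RPL38 (-0.27) in U2-OS at 200 nM, STAT3 (-0.068), CCNK (-0.34), CXCL8 (-0.25), NDUFB5 (-0.0011), RPL38 (-0.084) and DNAJB12 (-0.33) in SJSA-1 at 200 nM, TCF7L2 (-0.49) in U2-OS at 800 nM and TCF7L2 (-0.23) in SJSA-1 at 50 nM. With array weights, changed genes numbered 1640 in U2-OS at 50 nM; candidates lower 2 in U2-OS at 50 nM; no longer called, by adjusted p, were NF-kB and cytokines (0.0508) in U2-OS; newly called, by adjusted p, were transcription factors (0.0353) and SR splicing factors (0.0293) in U2-OS. With only the groups compared, changed genes numbered 164 in U2-OS at 50 nM; newly called, by adjusted p, were transcription factors (0.0441) and SR splicing factors (0.0441) in U2-OS. By the methods' t-test, unadjusted, changed genes numbered 1130 in U2-OS at 50 nM; candidates lower 1 in U2-OS at 50 nM. By the methods' t-test, adjusted, changed genes numbered 3 in U2-OS at 50 nM, 1529 in U2-OS at 200 nM, 1465 in U2-OS at 800 against 200 nM and 895 in SJSA-1 at 800 against 200 nM. With a change of at least 2-fold, changed genes numbered 2 in U2-OS at 50 nM, 50 in U2-OS at 200 nM, 373 in U2-OS at 800 nM, 471 in SJSA-1 at 50 nM, 795 in SJSA-1 at 200 nM, 809 in SJSA-1 at 800 nM, 23 in U2-OS at 800 against 200 nM and 21 in SJSA-1 at 800 against 200 nM; differences between the lines 330 at 50 nM, 600 at 200 nM and 672 at 800 nM. Shifted by the poly-A controls alone (added after seeing the data), changed genes numbered 8 (2 higher and 6 lower) in U2-OS at 50 nM, 5650 (6 higher and 5644 lower) in U2-OS at 200 nM, 6385 (26 higher and 6359 lower) in U2-OS at 800 nM, 3618 (16 higher and 3602 lower) in U2-OS at 800 against 200 nM and 598 (137 higher and 461 lower) in SJSA-1 at 800 against 200 nM; differences between the lines 1420 (383 higher and 1037 lower) at 200 nM; candidates lower 9 in U2-OS at 200 nM; no longer called, by adjusted p, were transcription kinases and elongation (0.0633) in U2-OS and G2/M and mitosis (0.0535) and receptor and growth signalling (0.0535) in SJSA-1; the change turned round for MYC (-0.17), STAT3 (-0.43), CDK7 (-0.22), CCNK (-0.40), MDM2 (-0.28), IER2 (-0.27), TTK (-0.38), PFKFB3 (-0.20), HEXIM1 (-0.29), FOXO3 (-0.25), CLK1 (-0.008), RPL38 (-0.54), PPM1D (-0.21) and RRP1B (-0.52) in U2-OS at 200 nM, STAT3 (-0.19), CCNK (-0.47), CXCL8 (-0.38), UQCRB (-0.053), NDUFB5 (-0.13), RPL38 (-0.21) and DNAJB12 (-0.45) in SJSA-1 at 200 nM, TCF7L2 (-0.92) in U2-OS at 800 nM and TCF7L2 (-0.35) in SJSA-1 at 50 nM. Shifted by the hybridization controls alone (added after seeing the data), changed genes numbered 2393 (2359 higher and 34 lower) in U2-OS at 50 nM; no longer called, by adjusted p, were transcription kinases and elongation (0.0711) in U2-OS; the change turned round for TCF7L2 (-0.064) in SJSA-1 at 50 nM. With a DMSO mean above 200, changed genes numbered 1845 in U2-OS at 200 nM, 2710 in U2-OS at 800 nM, 1438 in U2-OS at 800 against 200 nM and 1454 in SJSA-1 at 800 against 200 nM; differences between the lines 1915 at 50 nM, 2273 at 200 nM and 2420 at 800 nM; candidates lower 1 in U2-OS at 50 nM; no longer called, by adjusted p, were DNA repair (0.330), hypoxia response (0.0855), NF-kB and cytokines (0.380) and transcription kinases and elongation (0.182) in U2-OS and immediate-early genes (0.0710), DNA repair (0.310) and receptor and growth signalling (0.278) in SJSA-1. With each probe set on its own, changed probe sets numbered 5254 in U2-OS at 200 nM, 7954 in U2-OS at 800 nM, 8923 in SJSA-1 at 50 nM, 9922 in SJSA-1 at 200 nM, 10046 in SJSA-1 at 800 nM, 4366 in U2-OS at 800 against 200 nM and 4227 in SJSA-1 at 800 against 200 nM; probe sets that differed between the lines 5846 at 50 nM, 7051 at 200 nM and 7441 at 800 nM; candidate probe sets lower 7 in U2-OS at 200 nM, 22 in U2-OS at 800 nM, 23 in SJSA-1 at 50 nM, 22 in SJSA-1 at 200 nM and 20 in SJSA-1 at 800 nM; no longer called, by adjusted p, were DNA repair (0.584) and NF-kB and cytokines (0.136) in U2-OS; newly called, by adjusted p, were transcription factors (0.00992) and SR splicing factors (9.28e-05) in U2-OS and hypoxia response (0.0269), adhesion and extracellular matrix (0.00406) and cytoplasmic ribosome (0.00406) in SJSA-1. With quantile normalization again, candidates lower 1 in U2-OS at 50 nM; no longer called, by adjusted p, were DNA repair (0.0522), receptor and growth signalling (0.0775) and oxidative phosphorylation (0.0863) in SJSA-1. With trend and robust fitting in eBayes, candidates lower 1 in U2-OS at 50 nM; newly called, by adjusted p, were transcription factors (0.0496) and SR splicing factors (0.0470) in U2-OS and cytoplasmic ribosome (0.0350) in SJSA-1. With all 24 arrays in 1 fit, candidates lower 1 in U2-OS at 50 nM. On log2(value + 16), candidates lower 1 in U2-OS at 50 nM. With the mean of all probe sets of a gene, candidates lower 5 in U2-OS at 800 nM, 5 in SJSA-1 at 50 nM and 4 in SJSA-1 at 200 nM; candidates in the top 20% 4 in U2-OS and 4 in SJSA-1; no longer called, by adjusted p, were DNA repair (0.436), hypoxia response (0.108) and NF-kB and cytokines (0.0674) in U2-OS and immediate-early genes (0.195), DNA repair (0.0653) and receptor and growth signalling (0.549) in SJSA-1; newly called, by adjusted p, were transcription factors (0.0109) in U2-OS; the change turned round for MICAL2 (0.097) and DNAJB12 (-0.20) in SJSA-1 at 200 nM, MICAL2 (0.13) and SRSF3 (0.045) in SJSA-1 at 800 nM and RRP1B (0.34) in SJSA-1 at 50 nM. With only active probe sets ranked, candidates in the top 20% 3 in U2-OS and 4 in SJSA-1. With a mean over all arrays above 100, no longer called, by adjusted p, were DNA repair (0.0725), NF-kB and cytokines (0.0725) and transcription kinases and elongation (0.0520) in U2-OS and DNA repair (0.0686) and receptor and growth signalling (0.0725) in SJSA-1; the correlation of the changes of the lines at 200 nM was 0.21. With arrays centred on their median, newly called, by adjusted p, were SR splicing factors (0.0493) in U2-OS and adhesion and extracellular matrix (0.0397) and cytoplasmic ribosome (0.0227) in SJSA-1. With an estimated inter-gene correlation, no longer called, by adjusted p, were immediate-early genes (0.145), DNA repair (0.599), hypoxia response (0.518), NF-kB and cytokines (0.544) and transcription kinases and elongation (0.599) in U2-OS and immediate-early genes (0.544), DNA repair (0.599), G2/M and mitosis (0.544), receptor and growth signalling (0.599) and oxidative phosphorylation (0.129) in SJSA-1. By fry, which tests a list against no change where camera tests it against the other genes, under 0.05, by adjusted p, and not called by camera were transcription factors (0.0338), G2/M and mitosis (0.0454), G1/S and replication (0.0108) and SR splicing factors (3.89e-04) in U2-OS and transcription factors (1.37e-04), G1/S and replication (3.17e-05), hypoxia response (0.00563), angiogenesis (1.41e-05), apoptosis (1.41e-05), p53 targets (0.00134), adhesion and extracellular matrix (8.60e-04), SR splicing factors (2.52e-04), transcription kinases and elongation (8.05e-05) and cytoplasmic ribosome (1.92e-04) in SJSA-1.

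The split of higher and lower changed genes moved by over 10 percentage points also to 270 and 167 in U2-OS at 50 nM and 3180 and 2077 in SJSA-1 at 800 nM with arrays centred on their median; 96 and 3729 in U2-OS at 200 nM, 204 and 5559 in U2-OS at 800 nM, 221 and 5050 in SJSA-1 at 50 nM, 139 and 4273 in SJSA-1 at 200 nM, 123 and 4547 in SJSA-1 at 800 nM, 108 and 3123 in U2-OS at 800 against 200 nM and 92 and 3720 in the difference at 50 nM shifted by both kinds of controls; 1785 and 977 in U2-OS at 200 nM, 533 and 4029 in SJSA-1 at 50 nM, 599 and 3331 in SJSA-1 at 200 nM, 613 and 3284 in SJSA-1 at 800 nM, 546 and 1439 in U2-OS at 800 against 200 nM, 740 and 779 in SJSA-1 at 800 against 200 nM, 134 and 4399 in the difference at 50 nM, 264 and 3026 in the difference at 200 nM and 539 and 2637 in the difference at 800 nM shifted by the hybridization controls alone; 123 and 5344 in SJSA-1 at 50 nM, 57 and 4664 in SJSA-1 at 200 nM, 26 and 5115 in SJSA-1 at 800 nM, 51 and 2407 in the difference at 50 nM and 2691 and 706 in the difference at 800 nM shifted by the poly-A controls alone. Over their 22 alternatives, fry with its different question included, the adjusted p ran, in U2-OS, for immediate-early genes 6.42e-08 to 0.145, DNA repair 5.09e-05 to 0.599, hypoxia response 1.80e-04 to 0.518, NF-kB and cytokines 1.80e-04 to 0.544, transcription kinases and elongation 0.0108 to 0.599, transcription factors 0.00992 to 0.615, SR splicing factors 9.28e-05 to 0.518, G2/M and mitosis 0.0454 to 0.917 and G1/S and replication 0.0108 to 0.917, and in SJSA-1 for immediate-early genes 9.67e-07 to 0.544, DNA repair 2.58e-06 to 0.599, G2/M and mitosis 1.29e-08 to 0.544, receptor and growth signalling 9.67e-07 to 0.599, oxidative phosphorylation 1.64e-06 to 0.129, transcription kinases and elongation 8.05e-05 to 0.941, hypoxia response 0.00563 to 0.627, adhesion and extracellular matrix 8.60e-04 to 0.599, cytoplasmic ribosome 1.92e-04 to 0.544, transcription factors 1.37e-04 to 0.941, G1/S and replication 3.17e-05 to 0.965, angiogenesis 1.41e-05 to 0.917, apoptosis 1.41e-05 to 0.895, p53 targets 0.00134 to 0.994 and SR splicing factors 2.52e-04 to 0.952.

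When single arrays were left out, the number of changed genes in U2-OS at 50 nM lay between 145 (without 50 nM replicate 2) and 285 (without DMSO replicate 1). In U2-OS at 200 nM the adjusted p of transcription factors lay between 0.0496 (without DMSO replicate 3) and 0.0758, that of SR splicing factors between 0.0341 (without 200 nM replicate 3) and 0.0946, and that of NF-kB and cytokines between 0.0199 and 0.0681 (without 200 nM replicate 2). The adjusted p of receptor and growth signalling in SJSA-1 lay between 0.0326 and 0.0544 (without DMSO replicate 2).

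Replicate numbers did not pair the arrays: correlations of residuals between arrays of equal number ran from -0.45 to 0.36 in U2-OS, with 6 of 18 over 0.1, and from -0.52 to 0.38 in SJSA-1, with 4 of 18. With the replicate number as a replicate block, the changed genes at 50, 200 and 800 nM numbered 299, 2755 and 4036 in U2-OS and 4292, 4828 and 4749 in SJSA-1, and the differences between the lines 3051, 3702 and 3849, with no change in the calls of lists; of the named genes, the fall of KIF11 in U2-OS at 200 nM and the rise of TCF7L2 in SJSA-1 at 50 nM did not pass.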

Differences from the paper's values

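Activity by the mean of linear values and the shift by poly-A controls alone were chosen only after the result was seen. The paper reports 10 candidate genes selected as sensitive to THZ2 and THZ531 in the osteosarcoma lines, and states neither the dose nor a threshold for it. At 50 nM THZ531 in U2-OS, limma called 0 of the 10 lower at an adjusted p under 0.05, against the paper's 10, and 0 of 22 alternatives set before the data were examined came within 1.5 times of it, the factor within which counts were taken to agree. The methods' t-test called 1 without adjustment and 0 with it, array weights called 2, and adjustment over the list alone, a DMSO mean above 200, quantile normalization again, eBayes with trend and robust fitting, all 24 arrays in 1 fit and log2(value + 16) called 1 each. At 200 nM in U2-OS the count was 3 against the paper's 10, and 1 of 22 alternatives, the shift by poly-A and hybridization controls, came within 1.5 times of it, with 8, and none reached 10. The shift by poly-A controls alone, chosen after seeing the values, gave 9, dropping APOLD1 from the paper's genes. Among the 6741 active genes, 3729 were lower under the shift by both kinds of controls and 5644 under that by poly-A controls alone. Without a shift 1687 were lower. High counts of candidates thus come with the shift itself and do not set the candidates apart from other genes. With each probe set on its own, 7 probe sets of 4 candidates were lower, and a DMSO mean above 200, quantile normalization again, eBayes with trend and robust fitting, all 24 arrays in 1 fit and the methods' t-test without adjustment called 4 each. At 800 nM the count in U2-OS was 8, and at any dose it was 8 in U2-OS and 9 in SJSA-1.

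The paper lists APOLD1 among candidates chosen as highly sensitive to treatment and in the top 20% of all transcripts, whereas its 2 probe sets lay in the top 72.5% and 74.5% in U2-OS and 69.6% and 57.4% in SJSA-1 and were not active in either line, so that their changes were not tested. The other 9 candidates lay in the top 20%, and all 9 were lower at some dose in SJSA-1. At 50, 200 and 800 nM the log2 changes of the first were 0.083, 0.12 and 0.077 in U2-OS and 0.012, 0.16 and 0.028 in SJSA-1, and those of the other -0.38, -0.71 and -0.66 in U2-OS and -0.90, -0.91 and -0.69 in SJSA-1; a probe set that APOLD1 shares with DDX47 lay in the top 2.39% and 3.42%, with -0.0033, 0.16 and 0.12 in U2-OS and 0.14, -0.35 and -0.54 in SJSA-1. The paper lists TCF7L2 among the candidates chosen as highly sensitive, with no dose stated; in SJSA-1 it rose at the dose labelled 50 nM by 0.16, a rise that did not pass with no filter on low values, with all 24 arrays in 1 fit, with the replicate number as a block or without any 1 of 5 of the 6 arrays and that turned to -0.23 under the planned shift by poly-A and hybridization controls, and it fell at 200 and 800 nM, and in U2-OS it did not pass at any dose, with -0.090, -0.013 and 0.017. The numbers of active transcripts printed in Fig. S1A match 14733 in U2-OS and 14841 in SJSA-1, which count probe sets whose mean linear intensity in DMSO exceeds 100, a criterion chosen after seeing the values; by the mean of log2 values, which the methods state, the counts are 14708 and 14824.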

Other observations

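The tests of gene length, of the genes that came on, of 800 against 50 nM and of gene lists between the lines were chosen only after the result was seen.

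The genes below were picked from those off in DMSO that came on with THZ531 after their values were seen. Apart from gene length, no test was made of what such genes share. In SJSA-1 at 200 nM, SNORA65, a small nucleolar RNA gene, rose by 4.45, followed by ID2, an inhibitor of differentiation, by 3.98, the immediate-early gene EGR1 by 3.97 and FOS, a subunit of AP-1, by 3.86 (adjusted p = 2.68e-14). The histone gene H2AC8 rose by 3.23, the Notch target HES1 by 2.59 and MYC by 2.04, from a mean log2 intensity of 5.25 to 7.32. In U2-OS at 200 nM, HBEGF, a growth factor of the EGF family, rose by 1.37 and the histone methyltransferase gene KMT5B by 1.55, and at 800 nM, where 289 genes came on, RGS16, a regulator of G-protein signalling, rose by 3.05, EID3 by 3.04 and the cytokine gene IL6 by 2.38. At 800 nM in SJSA-1, 267 genes came on.

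CDK13, not active in SJSA-1, had a log2 change of -1.37 there at 200 nM from a mean log2 intensity of 6.46 ± 0.16 (SD, n = 3), and EGFR, not active in U2-OS, one of -0.63. Between 800 and 50 nM, 3712 genes differed in U2-OS and 4720 in SJSA-1. Tested as a difference between the lines at 200 nM, G2/M and mitosis was lower in SJSA-1 (adjusted p = 0.00722, and adjusted p = 0.567 with an estimated correlation), oxidative phosphorylation higher (adjusted p = 0.00722, and adjusted p = 0.351 with an estimated correlation), adhesion and extracellular matrix higher (adjusted p = 0.0279, and adjusted p = 0.648 with an estimated correlation) and NF-kB and cytokines lower (adjusted p = 0.0419, and adjusted p = 0.351 with an estimated correlation). These 4 lists also passed camera in that direction at 800 nM. With an estimated correlation they lost that call, at an adjusted p of 0.384, 0.293, 0.472 and 0.280 in the same order. At 50 nM G2/M and mitosis did not pass (adjusted p = 0.0671), nor did adhesion (adjusted p = 0.998). Immediate-early genes were higher in SJSA-1 at 50 nM (adjusted p = 1.58e-04, and adjusted p = 0.105 with an estimated correlation). They were lower at 800 nM (adjusted p = 0.0165, and adjusted p = 0.280 with an estimated correlation). Other lists passed camera at 50 or 800 nM alone. With an estimated correlation no list passed at either dose, the lowest adjusted p of camera being 0.105 at 50 nM and 0.280 at 800 nM.

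In SJSA-1 at 200 nM, 170 of 3476 genes with several active probe sets had some that rose and some that fell. Named after their values were seen, the ubiquitin ligase gene RNF145 had changes of 1.27 and -2.66, the chromatin gene ASXL1 of 1.42 and -2.22, the sorting nexin gene SNX5 of 1.71 and -0.57 and KMT5B of 1.12 and -3.52. Noise of single probe sets is argued against, since 98 of 112 such genes (87.5%, confidence interval 79.9 to 93.0) had the same sign of the difference in U2-OS at 800 nM. Of the pairs, 52.4% (44.6 to 60.1) held a probe set marked as shared, against 63.6% of pairs of other genes, so the mark was not more frequent among them. Probe sets with several gene symbols had been left out beforehand, and the mark alone does not measure binding to other genes. Whether the probe sets bind other transcripts was thus not decided. A hypothesis is that long genes end in shorter transcripts, as loss of CDK12 may cause: the median length of the 170 genes on GRCh38.p14 was 42.8 kb against 35.2 kb in draws with as many active probe sets (permutation p = 0.034), a value this would bring but that other features of long genes could bring too.

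If long genes fell more under an inhibitor of CDK12 and CDK13, the change would fall with gene length. In SJSA-1 at 200 nM the rank correlation over active genes was -0.173 (SD 0.051 over treated arrays), with medians of -0.15 in the longest 20% of genes and 0.080 in the shortest 20%, and -0.181 and -0.047 at the doses labelled 50 and 800 nM, so length may play a part there. In U2-OS it was 0.033 (SD 0.133), 0.015 (SD 0.076) and -0.013 (SD 0.024) at 50, 200 and 800 nM, which leaves the question open there. If short genes came on when transcription of long genes stalls, the genes that came on would be shorter than other inactive genes. In SJSA-1 their median length was 16.5 kb against 23.0 kb in 10000 draws of inactive genes (permutation p = 0.0029), and in U2-OS it was 41.9 kb against 23.5 kb. The draws were not matched for the level in DMSO, so neither value decides the question.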
